# Repertoire of BALB/c Mice Natural Anti-Carbohydrate Antibodies: Mice vs. Humans Difference, and Otherness of Individual Animals

**DOI:** 10.3389/fimmu.2017.01449

**Published:** 2017-11-06

**Authors:** Daniel Bello-Gil, Nailya Khasbiullina, Nadezhda Shilova, Nicolai Bovin, Rafael Mañez

**Keywords:** printed glycan array technology, glycochips, BALB/c, humans, natural antibodies repertoire

## Abstract

One of the most common genetic backgrounds for mice used as a model to investigate human diseases is the inbred BALB/c strain. This work is aimed to characterize the pattern of natural anti-carbohydrate antibodies present in the serum of 20 BALB/c mice by printed glycan array technology and to compare their binding specificities with that of human natural anti-carbohydrate antibodies. Natural antibodies (NAbs) from the serum of BALB/c mice interacted with 71 glycans from a library of 419 different carbohydrate structures. However, only seven of these glycans were recognized by the serum of all the animals studied, and other five glycans by at least 80% of mice. The pattern of the 12 glycans mostly recognized by the circulating antibodies of BALB/c mice differed significantly from that observed with natural anti-carbohydrate antibodies in humans. This lack of identical repertoires of natural anti-carbohydrate antibodies between individual inbred mice, and between mice and humans, should be taken into consideration when mouse models are intended to be used for investigation of NAbs in biomedical research.

## Introduction

Antibody repertoire has marked the success and perpetuity of species. There is a group of circulating antibodies known as natural antibodies (NAbs) present in blood at early life without any previous immunogenic challenge (1, 2). NAbs are spontaneously produced primarily by B-1 cells and their levels, and antigen affinities, remain almost constant during lifetime (3). NAbs (mostly IgM) are encoded by their genes in germline configuration by B cells, which have not been subjected to somatic hypermutation and affinity maturation (4). In fact, at least 80% of the serum IgM, in healthy conditions, is produced by this way (5). Little is known about factors involved in the regulation of composition of circulating NAbs. Its origin, repertoire, and physiological role are still controversial and an issue of continued debate (6).

The most expanded origin hypothesis suggests that stimulation of B-1 lymphocytes is produced by exposition to microbiota antigens (7). NAbs were highlighted by the discovery in the early twentieth century of the ABO antigen system in human blood. After that, a large group of NAbs has been described in humans, which include other alloantibodies related to blood group antigens (Rh, Lewis, etc.), xenoantibodies, and antibodies that target tumor-associated antigens (3, 8). In general, NAbs show a polyreactive binding as they react to similar epitopes on a variety of molecular entities (9, 10). The maintenance of immune homeostasis through the defense against foreign invaders and own damaged/apoptotic cells, and the housekeeping removal of cellular debris or metabolite clearance, are functions attributed to NAbs (10, 11). Most of these antibodies target carbohydrate structures, and have been reported to play protective, but also pathogenic roles, in both autoimmune and inflammatory diseases (12, 13). Therefore, an understanding of the composition and function of the glycan-reactive NAb repertoire in a healthy condition continues being an issue of paramount importance (13).

The Printed Glycan Array (PGA) technology has a high sensitivity and offers the possibility to analyze hundreds of different glycan antigens to explore circulating natural anti-carbohydrate antibodies in different species (8, 9, 14, 15). This allows the minimization of one of the major problems associated with the analysis of anti-carbohydrate antibodies; the cross-reactivity of a particular antibody with different glycans (16). Mice and specifically the BALB/c strain is one of the animal species more often used as a model of human diseases in both cancer and immunology research (17). Although there are previous reports regarding global analysis of the natural antibody repertoire (18–20), little is known about the exact specificities targeted by natural anti-carbohydrate antibodies in these animals, and which of them are shared with humans. The study presented by Dai et al. (20) is limited to a reduced number of glycan moieties, including four representative carbohydrate structures: homo-polysaccharides of 1,4-linked-d-galactopyranosyluronic acids, 1,6-glucan (dextran), 1,3-mannan and β-glucan. From these glycan structures, mannan was not recognized by serum Abs from any of the mouse and rat strains examined and some variability regarding of glycan recognition among mice strains under examination was reported. Despite this, the authors concluded that IgM reactivity repertoires against glycan antigens in rodents are practically homogeneous within inbred strains and largely conserved in the species.

The present work is aimed to describe the natural anti-carbohydrate antibody repertoire of BALB/c mice by PGA, using a library of 419 different fully characterized glycan structures, and to compare their binding specificities with that of human natural anti-carbohydrate antibodies.

## Materials and Methods

### Ethics Statement

Animals were handled in strict accordance with good animal practice as defined by the relevant local animal welfare bodies. All animal procedures were supervised and approved by Bellvitge Biomedical Research Institute (IDIBELL) ethics committee for animal experimentation and the Catalonia Government. The care and handling of the animals were conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication no. 85-23 revised 1996) and the European Agreement on Vertebrate Animal Protection for Experimental Use (86/609).

### BALB/c Mice

BALB/c mice 10-week-old (Harlan, France), 13 female and 7 male, were maintained in separated cages at IDIBELL animal facility (specific pathogen free, SPF) under controlled conditions of temperature (21 ± 1°C), humidity (55 ± 5%), cycles of light/dark of 12/12 h, and with food and water given *ad libitum*.

### Serum Collection and Processing

Mice blood extraction was made without the need of anesthesia by submandibular bleeding (21). Serum was collected by mild centrifugation (10 min, 1,200 *g* at 4°C) and stored at −80°C for further analysis. The human serum was collected from 11 human healthy donors, processed and stored under similar condition by Semiotik LLC.

### Glycan Array Analysis

Glycochips were prepared by Semiotik LLC (Moscow, Russia) from 419 different synthetic amine-functionalized glycans, using *N*-hydroxysuccinimide-derivatized glass slides (slide H, Schott-Nexterion, Mainz, Germany), as described in Ref. (3, 15). The glycan library included blood group antigens and some of the most frequently occurring terminal oligosaccharides, as well as core motifs of mammalian *N*- and *O*-linked glycoproteins and glycolipids, tumor-associated carbohydrate antigens, and polysaccharides from pathogenic bacteria. Synthetic glycan structures (>95% purity) are structurally the same as natural ones. Structures and NMR data of polysaccharides and related references are in http://csdb.glycoscience.ru/bacterial (Zelinsky Institute of Organic chemistry, Moscow, Russia). All glycans were printed in six replicates. After printing, glycochips were incubated in an incubation chamber for 15 min at 25°C with PBS plus 0.1% (v/v) Tween-20 (buffer 3) (Sigma-Aldrich, St. Louis, MO, USA), and the buffer was then carefully removed from the microchip surface using Whatman^®^ filter paper (Sigma-Aldrich, St. Louis, MO, USA). BALB/c mouse sera were diluted (1:15) in PBS plus 1% (w/v) bovine serum albumin (BSA; Sigma-Aldrich, St. Louis, MO, USA) and 1% (v/v) Tween-20 (buffer 1). Diluted serum was spread over the slide surface and incubated with agitation (30 rpm) at 37°C for 1.5 h. After a round of washing steps with buffer 3, buffer 4 (PBS with 0.001% v/v Tween-20), and distilled water (Milli-Q grade), the glycochips were drained by mild centrifugation (1 min, 175 *g*, Eppendorf, Hamburg, Germany). The glycochips were then incubated for 1 h at 37°C (30 rpm) with goat anti-mouse IgG + IgM (H + L) conjugated to biotin (Thermo Fisher Scientific, Waltham, MA, USA) and diluted 200-fold in PBS plus 1% BSA and 0.1% Tween-20 (buffer 2). The unbound fraction was removed by repeating the same round of washing steps. Glass slides were incubated in darkness at 25°C for 45 min (30 rpm) with streptavidin labeled with Cy5 dye (GE Healthcare, Little Chalfont, Buckinghamshire, UK) and diluted 1:500 in buffer 2. After another round of washing, the glycochips were dried by airflow in darkness. Finally, the glycochips were scanned using a ScanArray GX Plus scanner (PerkinElmer, Waltham, MA, USA) with a laser (excitation wavelength of 633 nm). All data analysis was performed with the ScanArray^®^ Express Microarray Analysis System (PerkinElmer, Waltham, MA, USA). The binding results were expressed in relative fluorescence units (RFU) as median ± median absolute deviation (MAD). Interactive exploration of multidimensional data (heat mapping and clustering analysis) was performed with the Hierarchical Clustering Explorer application developed by the University of Maryland, MD, USA.^1^

## Results

To avoid potentially confounding differences in genetic backgrounds, BALB/c mice were taken from inbred SPF populations (Harlan, France). 

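Serum of BALB/c mice aged 10 weeks was tested for IgM and IgG together on a printed glycan array, a glass slide that carries synthetic glycans linked through short amine spacers. Each serum, diluted 1:15, was incubated on 1 array, bound antibody was detected with a biotin-labelled goat antibody against mouse IgG and IgM, and the biotin with streptavidin carrying the dye Cy5. Every array held 419 compounds in 6 spots each, of which 406 are glycans, 12 are peptides or other compounds (numbers 900 to 911) and 1 is the negative control trehalose-ethanolamine (629), together with spots of printing buffer. The authors read each array with ScanArray Express 4.00 and deposited, for every spot, the mean intensity of its pixels on the scanner's linear scale and the median intensity of its local background. No scaling between arrays is recorded in the deposited values, and none was applied for the values given at the results. The relative fluorescence units (RFU) of a compound in a mouse are the median over its 6 spots of the mean intensity, with the local background left in.
The deposited arrays are labelled as 13 females and 7 males. Those of mouse 44 and mouse 45, both female, hold the same intensity in 2664 of 2664 spots, whereas no other pair of arrays shares more than 17 spot values. They were therefore counted as 1 mouse, which leaves 19 mice, 12 females and 7 males. The overall signal differed between arrays: the median RFU over all compounds of an array ran from 126 to 1504, with a median over mice of 603. It was 380 in females and 898 in males as the median over mice (difference in mean log2 RFU, female minus male, -0.96, exact permutation test, two-sided, p = 0.06). Buffer spots showed a difference of -1.09 on the same scale (exact permutation test, p = 0.063). The arrays also fall into 2 sets by the ratio of the peptide compound 902 to the peptide amide of 6 glycines (900). It was 0.63 to 1.86 on 9 arrays, of 7 females and 2 males, and 0.01 to 0.06 on the other 10, of 5 females and 5 males. The array medians were 126 to 412 RFU in the first set and 603 to 1504 RFU in the second. No label or header names this split, but it follows the order of the deposited samples. The run from mouse 17 through mouse 56 is in the first set. The next run, from mouse 48 through mouse 70, is in the second. The last sample, mouse 82, is in the first set. What this order stands for is not recorded in the labels or headers. The number of arrays limits the precision of every value.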

The repertoire of circulating natural anti-carbohydrate antibodies was studied by PGA technology using a library of 419 different glycan structures. Although a previous study (22) showed that in normal mouse sera IgM can bind the F(ab′)_2_ of natural IgG autoantibodies, thus the dilution of normal serum decreases such IgM anti-IgG autoantibodies and unmasks these natural IgG autoantibodies, we have demonstrated that this dilution dependent effect is not present in our test system (15). Hence, we have used diluted sera (1:15) in all PGA determinations. In the case of mice due to the constraint in the serum amount, IgG and IgM anti-carbohydrate antibodies were simultaneously determined. Structural identity of polysaccharides was confirmed by NMR (deposited in http://csdb.glycoscience.ru/bacterial). All carbohydrates used in the PGA structurally were the same as natural ones. However, density in the slide, length of spacer or type of carrier (protein or another polymer, peptide, etc.) can influence their activity. Therefore, their presentation on the array is quite possibly far from natural presentation (23, 24). Nevertheless, this constraint of our *in vitro* approach had no impact on the main objective of our work because both sets of PGA determinations (humans and mice) were carried out using the same glycan library and conditions; hence, were similarly affected.

The data resulting from PGA experiments have been deposited in *NCBI GEO Database* (25) with the name “Repertoire of BALB/c mice natural anti-carbohydrate antibodies,” and are accessible through GEO Series accession number GSE97151.^2^

In the PGA, we considered values above 4,000 RFU as a positive signal of antibody binding (this value is ~10% of the top glycans RFU), which were expressed as the median ± median absolute deviation (MAD) (Table S1 in Supplementary Material). 

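Spots of printing buffer, which carry no glycan, had median signals from 94 to 2044 RFU on the 19 arrays, with a median of 578 RFU. The negative control trehalose-ethanolamine (629) had a median of 238 RFU ± 123 (MAD, n = 19 mice) and reached 914 RFU in the brightest mouse, so that the median of neither control reached 4000 RFU on any array. The 12 glycans of Table 1 had a median of 36694 RFU over their medians, of which the threshold is 10.9%. Nearest to the upper end of the scanner scale lay 6-O-sulfated galactose (060), with saturated pixels in 103 of its 114 spots. The signal of this glycan is therefore a lower bound.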

The majority of printed glycans were not targeted by any natural antibody present in the serum of BALB/c mice (Figure 1, in blue), and 71 carbohydrates (Figure 1, in red) demonstrated ≥4,000 RFU in the PGA (see NCBI GEO Database: GSE97151). 

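Of the 419 printed compounds, 230 reached 4000 RFU in at least 1 mouse and 189 (45.1%) in none. Binding was mostly shared by few animals: 65 compounds were bound in 1 mouse, 131 in 2 to 9 mice and 34 in 10 mice or more. The median over the 19 mice was at or above 4000 RFU for 34 compounds, 28 of them glycans. Among the glycans outside Table 1, H (type 2), the fucosylated precursor of blood groups A and B (216), had a median of 8718 RFU ± 4996 (MAD), B (type 3) (362) 7864 RFU ± 4390, GalNAcβ1-3GalNAcα (809) 6976 RFU ± 6096, and αKdo-(2→8)-αKdo-(2→4)-αKdo (336), built of the sugar acid of bacterial lipopolysaccharide, 4154 RFU ± 2904.
Among glycan lists drawn up from the structures of Table S1 before the arrays were analysed, but with the signals printed in that table already read, sulfated glycans were bound in at least 1 mouse in 48 of 69 cases and GlcNAcβ-terminated glycans in 25 of 31, against 7 of 24 αGal-terminated glycans without the blood group fucose. Against all 406 glycans as background, the odds ratio was 2.17 for the sulfated list (Fisher's exact test, two-sided, p = 0.0076, adjusted p = 0.066 over 22 lists), 3.81 for the GlcNAcβ-terminated list (p = 0.0023, adjusted p = 0.051) and 0.32 for the αGal-terminated list (p = 0.012, adjusted p = 0.066). βGal-terminated glycans without sulfate were bound in at least 1 mouse in 27 of 68 cases (odds ratio 0.49, p = 0.011, adjusted p = 0.066). None of the 22 lists passed the adjusted threshold of 0.05. Glycans are not independent replicates, since structures of 1 list can bind the same antibodies. The number of compounds with a median at or above 4000 RFU depends on how mice are summarised, since the mean over mice reaches that level for 75 compounds.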

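The brightest glycans were 6-O-Su-Galβ (060), a galactose with 1 sulfate, with a median of 61652 RFU ± 722 (MAD, n = 19 mice), Galβ1-3GalNAc(fur)β (802), which holds GalNAc in the furanose ring form, with 60836 ± 2070 RFU, and Galβ1-6Galβ1-4Glcβ (271), with 60328 ± 1150 RFU. The disulfated lactose 3-O-Su-Galβ1-4(6-O-Su)Glcβ (176) had 49039 ± 7536 RFU and GlcAβ1-6Galβ (166), which ends in glucuronic acid, 44965 ± 16218 RFU. Table S1 lists the structure and spacer of 176 for compound 187 as well, which had a median of 272 ± 130 RFU and was bound in 0 mice, so the 2 compounds with this listed structure disagree. Medians between 26032 and 38536 RFU were found for 3-O-Su-Galβ1-3GalNAcα (150), 6-Bn-Galβ1-4GlcNAcβ (125), 3-O-Su-Galβ1-4(6-O-Su)GlcNAcβ (177), 3-O-Su-Galβ1-3GlcNAcβ (154) and A(type 4) (437). Sulfated Lewis A (287) had a median of 16322 ± 7419 RFU. In all, 13 glycans had a median at or above 10000 RFU. They include Galβ1-6Galβ (100), with 12236 ± 8622 RFU, and chitobiose linked to asparagine (115), with 10697 ± 8343 RFU, each bound in 14 of 19 mice. Saturated pixels occurred in 88 of 114 spots of glycan 802 and 90 of 114 spots of glycan 271, so that differences between mice at these glycans are compressed and the order among the 3 brightest is not resolved.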

The top rank glycans included 12 with median signal intensities of bound antibodies ≥10,000 RFU (Table 1). Seven of them were recognized by serum antibodies from all the mice involved in the study, while other five glycans were targeted by serum samples of at least 80% of animals (Table 1). 

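Glycans 060, 271, 802, 176, 150, 154 and 177 were at or above 4000 RFU in 19 of 19 mice (exact binomial 95% interval 82.4 to 100.0% of mice), which makes 7 glycans recognised by all animals. The weakest serum still gave 57620 RFU on glycan 060, 20927 RFU on glycan 176 and 10534 RFU on glycan 154. A further 6 glycans were bound in at least 80% of mice. 6-Bn-Galβ1-4GlcNAcβ (125) and sulfated Lewis A (287) were bound in 18 of 19 mice each (interval 74.0 to 99.9%), A(type 4) (437) in 17 (interval 66.9 to 98.7%), and GlcAβ1-6Galβ (166), Lewis X (234) and H (type 2) (216) in 16 of 19 mice. Spread between animals was wide even among these glycans: on glycan 166 the mice ran from 724 to 64744 RFU, and on glycan 437 from 2770 to 62566 RFU. The spread of the 6 spots within an array was smaller, with a median MAD of 1261 RFU for glycan 166 and 2630 RFU for glycan 437.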

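Of the 13 glycans bound in at least 80% of mice, 6 (46.2%) were sulfated, namely 060, 176, 150, 154, 177 and 287, whereas sulfated structures made up 17.0% of the 406 printed glycans (odds ratio 4.49, Fisher's exact test, two-sided, p = 0.012). βGal-terminated glycans without sulfate numbered 3 of the 13 (23.1%, odds ratio 1.51, p = 0.46 from the same test), and 0 of 91 sialylated glycans were in this set (p = 0.047). Over all 22 glycan lists the adjusted p was 0.27 for the sulfated and 0.52 for the sialylated list. With a glycan called positive at 2000 RFU, the sulfated share was 35.3% (p = 0.051).
Glycans that differ in the place of a sulfate gave different signals in the same sera. Many of the dimmer ones lay at or below the buffer spots of their array and 060 was saturated, so each difference is given as a lower bound in mean log2 RFU, with signals below the buffer median of an array raised to it. On Galβ1-3GalNAcα, the Thomsen-Friedenreich disaccharide (TF), the 3-O-sulfated form (150) lay at least 6.3 above the unsulfated disaccharide (089), which had a median of 272 RFU and was bound in 0 mice, and at least 6.0 above the 6-O-sulfated isomer (151). Both of the dimmer glycans were at or below the buffer spots in 16 of 19 mice. Of the monosaccharides, 6-O-sulfated galactose (060) exceeded the 3-O-sulfated form (037, median 1887 RFU) by at least 5.2 and unsubstituted galactose (003, median 6536 RFU) by at least 3.5. 3-O-sulfated Galβ1-3GlcNAcβ (154) exceeded its 6-O-sulfated isomer (161) by at least 5.8, and sulfated Lewis A (287) exceeded Lewis A (233) by at least 5.2. In each of these 6 pairs the first glycan was brighter in 19 of 19 mice, with adjusted p of 1.6e-05 or, for 150 against 151, 2.5e-05 (permutation test of the paired difference with 100000 sign flips, Benjamini-Hochberg over 29 pairs). The unadjusted p of 1e-05 behind the first value is the smallest these sign flips can give. Printing density can differ between glycans, and the values of Table S1 had been seen when the pairs were chosen.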

Sulfated glycans comprised 50% of the high-binding glycans and βGal-terminated oligosaccharides 25%. About gender, we did not observe marked differences between male and female in the majority of top rank glycans listed in Table 1.

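A(type 4), GalNAcα1-3(Fucα1-2)Galβ1-3GalNAcβ (437), was bound more strongly by female sera, with a median of 58432 RFU ± 4023 (MAD, n = 12) against 9961 RFU ± 7192 (MAD, n = 7) in males, and was positive in 12 of 12 females and 5 of 7 males. Lewis X (234) showed the opposite, with 5486 RFU ± 1873 in females and 27274 RFU ± 2508 in males, positive in 9 of 12 females and 7 of 7 males. In mean log2 RFU, female minus male, the difference was 2.16 for A(type 4) (interval 1.20 to 3.15) and -2.11 for Lewis X (interval -3.18 to -1.06), each with adjusted p = 0.0025 (exact permutation test over 50388 assignments of the mice, two-sided, adjusted over the list alone of 12 glycans). Lower in females at adjusted p = 0.038 were also sulfated Lewis A (287), by -1.13, and the disulfated glycans 177, by -0.72, and 176, by -0.55, from the same exact test. The other 7 glycans of Table 1 did not pass it. For 060 the interval of the difference was -0.03 to 0.03, at a signal close to saturation, for 150 it was -1.03 to 0.15, and for 166 it was -2.38 to 1.79.
Across all 419 compounds, limma gave 7 at an adjusted p under 0.05, of which A(type 4) was higher in females (adjusted p = 0.0072) and 6 were higher in males. These were Lewis X (adjusted p = 0.046), the indole compound 910 and 4 glycans that extend Galβ1-4GlcNAcβ, 490, 403, 395 and 379. For 490, Galβ1-4GlcNAcβ1-6(GlcNAcβ1-3)Galβ1-4GlcNAcβ, the medians were 190 RFU in females and 701 RFU in males (adjusted p = 0.0072 from limma). This glycan was at or below the buffer spots of the array in 14 of 19 mice, so its own level is not resolved, as for 910 in 11 mice and 379 in 9. In 4 of the 7 compounds the median was under 4000 RFU in both sexes. Of the 22 glycan lists, the P1 or Pk trisaccharides were lower in females (mean log2 RFU -1.40, exact permutation test, adjusted p = 0.036), at levels below 4000 RFU in every mouse.
Most compounds, 385 of 419, had a higher mean in males, with a median difference of -0.75, as had buffer spots. Quantile normalization, which gives all arrays the same distribution, brought that median to 0.04 and left 1 of the 12 glycans, 1 of the 419 compounds and 0 of the 22 lists (1 at unadjusted p under 0.05, exact permutation test) past the thresholds, with A(type 4) as the glycan and the compound, at a difference of 2.63 (exact permutation test, adjusted p = 0.00024). Under it, Lewis X differed by -1.18 (adjusted p = 0.073 from the exact test). Over 7 alternative settings the adjusted p from that test ran from 0.00024 to 0.011 for A(type 4) and from 0.002 to 0.073 for Lewis X. With the sexes compared within the 2 sets of arrays (exact permutation test over 9072 assignments, chosen after seeing the data), A(type 4) differed by 2.46 (2.58 and 2.38 in the single sets, adjusted p = 0.0013), Lewis X by -1.92 (-2.90 and -1.31, adjusted p = 0.0093) and glycan 176 by -0.39 (adjusted p = 0.047), while 287 (adjusted p = 0.051) and 177 (adjusted p = 0.066) did not pass. With the set as a term, limma gave 2 of the 419 compounds, A(type 4) and 490, and 0 of the 22 lists passed within sets (4 at unadjusted p under 0.05, exact permutation test). Without the array of mice 44 and 45, A(type 4) and Lewis X passed among the 12 and 3 compounds among the 419. Saturated pixels occurred in 42 of the 114 spots of A(type 4), which compresses its level in the brightest sera.

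**Figure D1:**
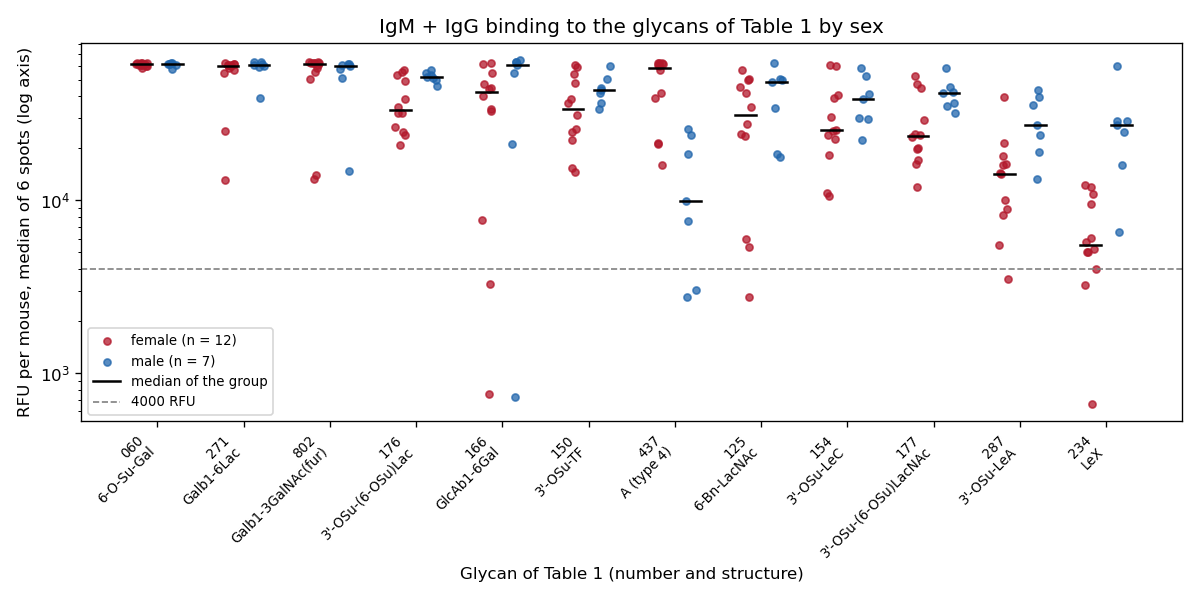
RFU of each mouse (points, median of 6 spots, log axis) on the 12 glycans of Table 1, for 12 females and 7 males, with the group medians as black lines and 4000 RFU as a dashed line. On A(type 4) the females lie around 58432 RFU and the males around 9961 RFU, on Lewis X the females around 5486 RFU and the males around 27274 RFU, while both sexes lie near the top of the scale on glycan 060.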

**Figure 1:**
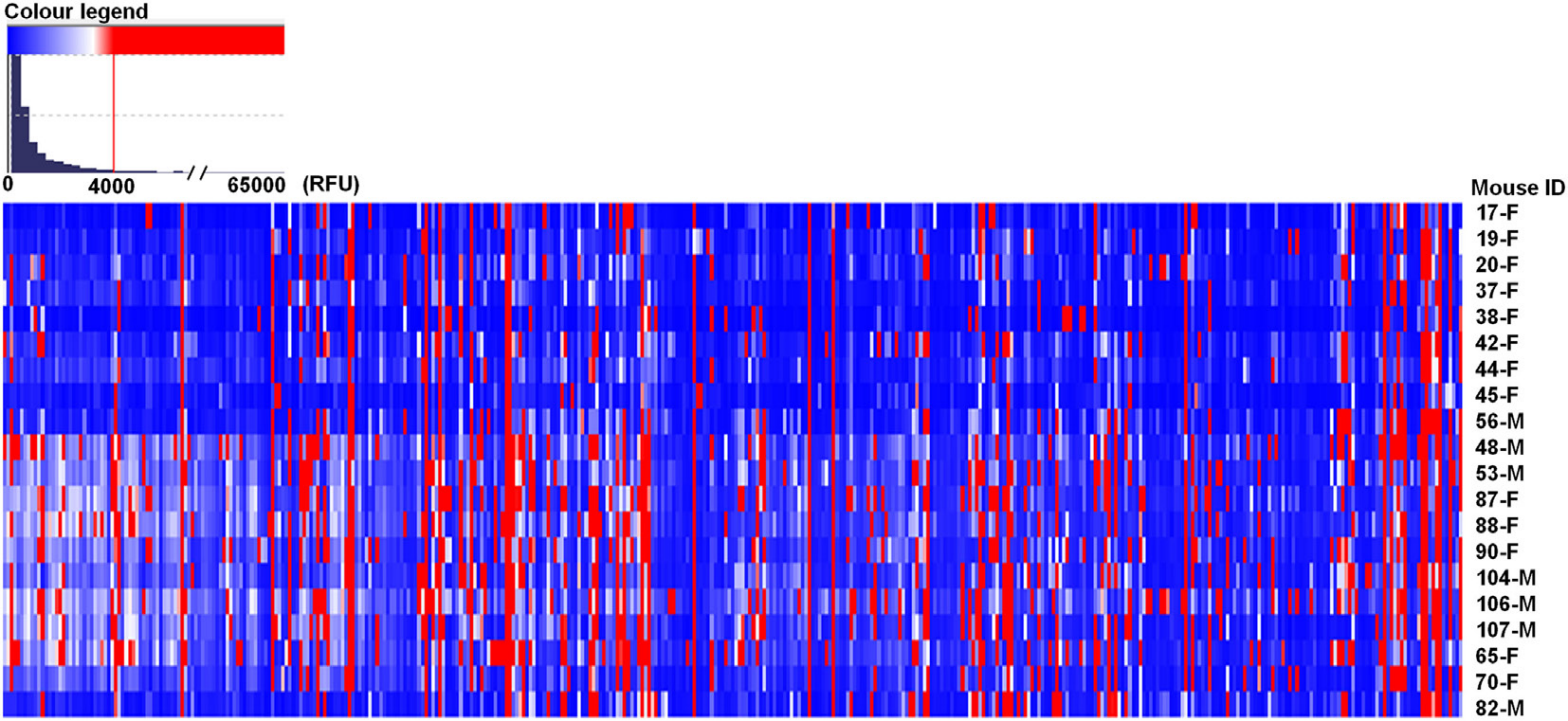
BALB/c mice showed different repertoire of natural circulating anti-carbohydrate antibodies. Mouse (*n* = 20) serum (1:15) was incubated with chips printed with 419 glycans. Chips were scanned using a ScanArray GX Plus reader and data were analyzed with the ScanArray^®^ Express Microarray Analysis System (PerkinElmer). The binding results for IgM + IgG were expressed in relative fluorescence units (RFU) as median ± median absolute deviation (MAD). In the heat map, blue and white colors represent binding signals, in RFU, lower than 4,000 (background); red color signals ≥4,000 RFU (positive binding). F, female; M, male.

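Single sera bound between 24 and 90 of the 419 compounds at or above 4000 RFU, with a median of 52 compounds per mouse. Females bound 50.7 ± 21.1 compounds (SD, n = 12) and males 68.0 ± 14.0 (SD, n = 7), a difference of -17.3 (exact permutation test, two-sided, p = 0.072). The 9 arrays with the higher ratio of compound 902 to 900, of which 7 are of females, bound 24 to 52 compounds and the other 10 arrays 51 to 90. The sex difference was -14.5 and -3.8 in these 2 sets, and -7.9 over both (exact permutation test within sets, p = 0.15). Among compounds outside Tables 1 and 2 that were bound in at least 1 mouse, 2 glycans with a wide range followed these sets. LeY(hexa) (497) had 53 to 227 RFU on the 9 arrays and 906 to 10305 RFU on the 10, and Neu5Acα2-3Galβ1-3GlcNAcβ (299), a sialylated type 1 chain, 23 to 942 RFU and 698 to 36138 RFU. Others also varied within the sets: the SD of log2 RFU over mice and within sets was 2.53 and 2.60 for GalNAcα1-4Galβ1-4GlcNAcβ (337), bound in 7 mice, 2.49 and 2.32 for B (type 2) (360), bound in 6, and 2.56 and 2.52 for GlcNAcβ on the spacer sp8 (013), bound in 9 mice. This monosaccharide ran from 108 to 15600 RFU on the 9 arrays and from 296 to 61310 RFU on the 10.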

**Table 1:** Specificity of carbohydrates targeting natural antibodies in BALB/c mice.

Glycan ID (#)	Structure	Common name	Median and MAD as RFU		Number of mice showing RFU ≥4,000 (%)	Number of human donors showing RFU ≥4,000 (%)	
						IgM	IgG
060	6-O-Su-Galβ-sp^a^		61,113	1,156	100	73	0
271	Galβ1-6Galβ1-4Glcβ-sp		53,622	1,934	100	55	27
802	Galβ1-3GalNAc(fur)β-sp		51,348	2,324	100	73	9
176	3-O-Su-Galβ1-4(6-O-Su)Glcβ-sp		43,008	9,342	100	9	0
166	GlcAβ1-6Galβ-sp		39,105	2,993	85	18	0
150	3-O-Su-Galβ1-3GalNAcα-sp		37,943	3,232	100	18	0
437	GalNAcα1-3(Fucα1-2)Galβ1-3GalNAcβ-sp	A(type 4)	33,886	3,193	90	45	45
125	6-Bn-Galβ1-4GlcNAcβ-sp		32,674	5,389	95	0	0
154	3-O-Su-Galβ1-3GlcNAcβ-sp		32,651	3,954	100	64	36
177	3-O-Su-Galβ1-4(6-O-Su)GlcNAcβ-sp		32,496	7,215	100	9	9
287	3-O-Su-Galβ1-3(Fucα1-4)GlcNAcβ-sp	SuLe^a^	20,063	4,962	95	0	9
234	Galβ1-4(Fucα1-3)GlcNAcβ-sp	Le^x^	13,573	2,635	80	0	0

*List of glycans with binding signals above 4,000 relative fluorescence units (RFU) in at least 80% of examined mice (*n* = 20). Comparison with human data (*n* = 11). The data obtained by Semiotik LLC, Russia, in the same conditions*.

*^a^sp means aminoethyl, aminoprolyl, or glycyl spacer*.

Most of the circulating anti-glycan antibodies found in mice were not widely represented in the human sera, as the number of human donors showing signals ≥4,000 RFU in the PGA was limited or absent for the major part of these top rank glycan structures (Table 1). 

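Each of the 12 glycans of Table 1 was bound at or above 4000 RFU in a larger share of mice than of the 11 human donors in Table S2, for IgM and for IgG, at an adjusted p under 0.05 (Fisher's exact test per glycan and isotype, two-sided, Benjamini-Hochberg over 48 tests). 6-Bn-Galβ1-4GlcNAcβ (125) was bound in 94.7% of mice and, in the paper's Table S2, by 0 donors for either isotype (adjusted p = 1.6e-06), and Lewis X (234) also by 0 donors for either isotype (adjusted p = 1.6e-05). On the disulfated lactose (176) the paper lists 1 donor for IgM and 0 for IgG. For 6-O-Su-Galβ (060) and Galβ1-3GalNAc(fur)β (802) the isotypes parted: the paper lists 8 of 11 donors for IgM on each (adjusted p = 0.045), and for IgG 0 donors on 060 (adjusted p = 2.9e-07) and 1 donor on 802 (adjusted p = 1.6e-06). A(type 4) (437) was bound by 5 of 11 donors for either isotype (adjusted p = 0.032). Table 1 holds glycans chosen by their binding in at least 80% of these same mice, so a larger share in mice was largely set by the choice. The p-values therefore do not test a difference between species apart from that choice. Mouse IgM and IgG were measured together and human isotypes apart, which also limits a comparison of shares. From the limited or absent donors for most of these glycans, the paper reasons that the main antibodies of the mice were not widely represented in human sera.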

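Of the glycans of Table 2, which most human donors bound, 12 were measured in the mice, and 1 of them reached 4000 RFU in at least 50% of animals. This was Galβ1-3GlcNAcα1-3Galβ1-3GlcNAcβ (399), with a median of 4226 RFU ± 4059 (MAD, n = 19 mice) and 10 of 19 mice positive. Its analog on a type 2 chain (378) was bound in 9 mice, with a median of 3126 RFU ± 3068, and GlcNAcβ1-6(GlcNAcβ1-4)GalNAcα (256) in 8 mice. Melibiose (808) was bound in 6 of 19 mice, ManNAcβ (019), GlcNAcβ1-4(6-O-Su)GlcNAcβ (149) and α-melibiose (806) in 4 mice each, and αLN (082), the Forssman disaccharide (101) and Galα1-4GlcNAcβ1-3Galβ1-4GlcNAcβ (375) in 1 mouse each. Galα1-3GlcNAcβ (080) and GlcNAcβ1-2Galβ1-3GalNAcα (246) were bound in 0 of 19 mice, which leaves up to 17.6% as the upper end of the exact binomial 95% interval, and their highest mouse values were 798 and 2026 RFU.
Against the donors of the paper's Table S2, 9 of the 12 glycans for IgM and 10 of the 12 for IgG were bound in a smaller share of mice at an adjusted p under 0.05 (Fisher's exact test). Table 2 holds glycans chosen by their binding in most of the same donors, which favours a smaller share in mice. These p-values therefore do not test a difference between species apart from that choice. Glycans 378 and 399 passed for neither isotype (adjusted p = 0.13 to 0.26), and melibiose (808) passed for IgG (adjusted p = 0.0034) and not for IgM (adjusted p = 0.062). Where the isotypes differ, Table 2 lists the IgM and IgG shares of these glycans in the opposite order from Table S2, whose columns were used here. With the isotypes exchanged, the counts turn to 10 for IgM and 9 for IgG, and melibiose passes for IgM and not for IgG. At 2000 RFU instead of 4000 RFU, 5 of the 12 glycans were positive in at least 50% of mice.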

Concomitantly, the high level circulating anti-glycan antibodies found in humans (Table 2) were poorly represented among the animals assessed. Additionally, humans showed, like mice, significant variability between individuals in the level and diversity of circulating anti-glycan antibodies (Figure 2; Table S2 in Supplementary Material).

**Table 2:** Specificity of carbohydrates targeting natural antibodies in humans.

Glycan ID (#)	Structure	Common name	Number of human donors showing RFU ≥4,000 (%)		Number of mice showing RFU ≥4,000 (%)
			IgM	IgG	
019	ManNAcβ-sp^a^		91	91	20
080	Galα1-3GlcNAcβ-sp		82	82	0
082	Galα1-4GlcNAcβ-sp	αLN	73	73	5
101	GalNAcα1-3GalNAcβ-sp	Fs-2	82	91	5
149	GlcNAcβ1-4(6-O-Su)GlcNAcβ-sp		82	82	25
246	GlcNAcβ1-2Galβ1-3GalNAcα-sp		91	82	0
256	GlcNAcβ1-6(GlcNAcβ1-4)GalNAcα-sp		91	91	40
278	GalNAcα1-3GalNAcβ1-3Galβ-sp	Fs-3	73	82	n.d
375	Galα1-4GlcNAcβ1-3Galβ1-4GlcNAcβ-sp		73	73	5
378	Galβ1-3GlcNAcα1-3Galβ1-4GlcNAcβ-sp		82	73	45
399	Galβ1-3GlcNAcα1-3Galβ1-3GlcNAcβ-sp		82	82	50
806	Galα1-6Glcα-sp		82	73	20
808	Galα1-6Glcβ-sp	Melibiose	91	73	35

*List of glycans with binding signals above 4,000 relative fluorescence units (RFU) for both, IgM and IgG antibodies in at least 70% of human donors (*n* = 11). Comparison with mice data (*n* = 20). The data obtained by Semiotik LLC, Russia, in the same conditions*.

*^a^sp means aminoethyl, aminoprolyl, or glycyl spacer*.

*n.d, not determined*.

**Figure 2:**
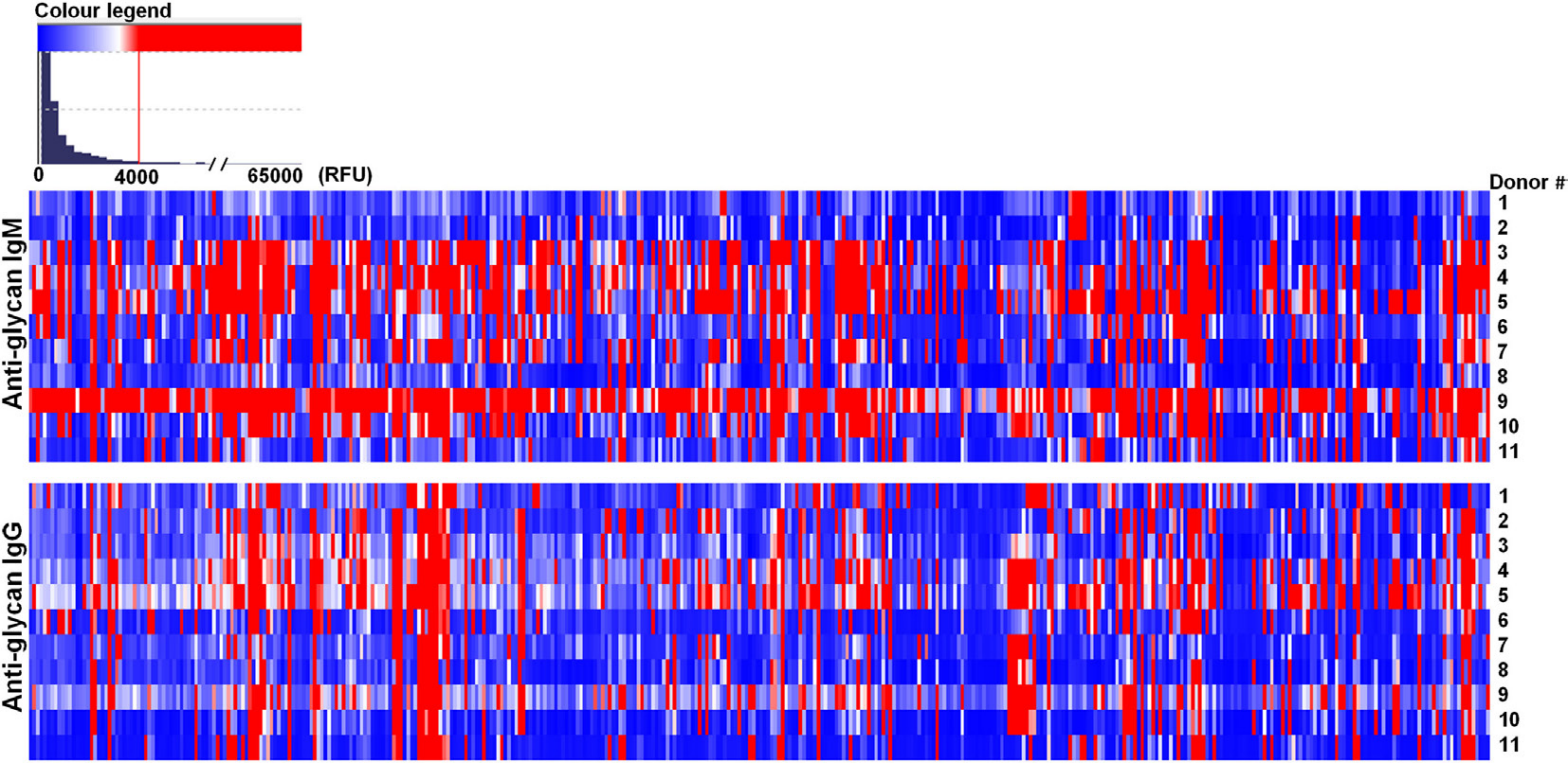
Humans showed different repertoire of natural circulating anti-carbohydrate antibodies. Human (*n* = 11) serum (1:15) was incubated with chips printed with 419 glycans. Chips were scanned using a ScanArray GX Plus reader and data were analyzed with the ScanArray^®^ Express Microarray Analysis System (PerkinElmer). The binding results for IgM and IgG were expressed in relative fluorescence units (RFU) as median ± median absolute deviation (MAD). In the heat map blue and white colors represent binding signals, in RFU, lower than 4,000 (background); red color signals ≥4,000 RFU (positive binding).

## Discussion

Murine and specifically BALB/c mice are among the most widely used inbred strains for animal experimentation to address almost every aspect of human health (17). This work demonstrates that genetically identical SPF mice should not be considered as “totally equivalents” from the immunological view as they present, despite some conservatism, different patterns of natural circulating anti-carbohydrate antibodies, which also differ dramatically from the conserved anti-carbohydrate antibody repertoire found in humans. 

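Any 2 mice shared a minority of the compounds that either of them bound. Among compounds at or above 4000 RFU in either animal, the share bound in both (Jaccard index) had a median of 0.31 over 171 pairs of mice, from 0.16 to 0.49. The conserved part consists of the 7 glycans bound in every serum, among them Galβ1-3GalNAc(fur)β, Galβ1-6Galβ1-4Glcβ and 5 sulfated structures. As the technical level, the spots of 1 array were parted into 2 sets of 3, and the index between these sets had a median of 0.80, from 0.64 to 0.92. In 19 of 19 mice it exceeded the highest index of that mouse with any other mouse. Pairs of the same sex had a median index of 0.31 and pairs of opposite sex 0.30. The overall signal of the arrays also differed between mice, and after quantile normalization the median index between mice was 0.34. Over the 81 pairs of mice within 1 of the 2 sets of arrays it was also 0.34, against 0.29 over pairs from different sets. Spots of 1 array share the serum incubation and the scan, so the technical level covers no variation between arrays of the same serum. From the different patterns, and despite the part that is conserved, the paper concludes that genetically identical mice should not be taken as immunologically equivalent in every respect.

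**Figure D2:**
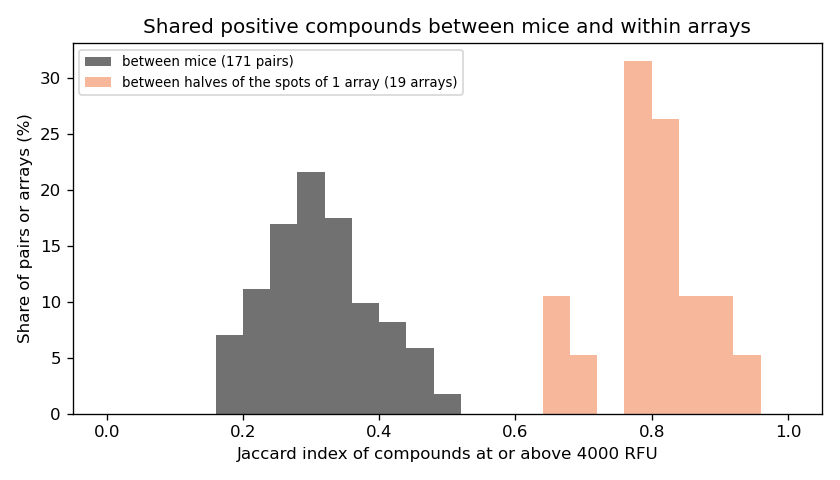
Jaccard index of compounds at or above 4000 RFU (x axis) against the share of pairs or arrays in percent (y axis), for 171 pairs of mice (dark bars) and for 2 sets of spots within each of 19 arrays (light bars). The pairs of mice end at 0.49 and the sets within an array begin at 0.64.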

Previous global analysis of natural antibody repertoires has revealed a marked conservation of reactivity patterns within inbred mouse strains (18–20). However, some of these studies must be analyzed with caution due to the limited number of glycans assessed (20). This homogeneity among genetically identical animals was not observed in our study (25), and could be explained by the differences demonstrated in the analysis of the gut microbial population of inbred animals (26). 

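On the log2 scale, the compounds bound in at least 1 mouse had a median SD of 1.74 between mice and a median SD of 0.94 between the spots of 1 array, and the spread between mice was the larger for 213 of the 230 compounds. Within the 2 sets of arrays the median SD between mice was 1.49, larger than that between spots for 195 of the 230. Sera of the same strain and age differed widely on, for example, TFLNH (543), a branched milk oligosaccharide with Lewis B and Lewis X ends, bound in 6 mice and reaching 26555 RFU in 1 of them, and GlcNAcβ1-4GlcNAcα (807), which ran from 102 to 60327 RFU and was bound in 8 mice. Over all 419 compounds, the rank correlation (Spearman) between 2 mice had a median of 0.56 (0.62 within the 2 sets of arrays and 0.52 between them), against 0.90 between 2 groups of spots within an array. These correlations are across compounds, which are not independent replicates.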

If the production of natural anti-carbohydrate antibodies is triggered by the antigenic stimulation of microbiota, and this is different among inbred mice, fine specificity of these antibodies will not be identical.

There are also significant differences between mice and humans regarding the primary glycan specificities targeted by natural anti-carbohydrate antibodies. The discrepancy in repertoires is quite evident if top rank carbohydrates recognized by mice antibodies are directly compared with the top rank of circulating anti-glycan antibodies in humans (3). This disparity cannot be attributed to alloantibodies because in humans anti-blood group antibodies (like anti-A, anti-B, anti-Lewis) are not top rank immunoglobulins (3). The most intriguing appear to be the rather high level of anti-Le^X^ in BALB/c mice. 

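Lewis X, Galβ1-4(Fucα1-3)GlcNAcβ (234), had a median of 9476 RFU ± 4476 (MAD, n = 19 mice), and single mice ran from 661 to 59869 RFU. Glycans that differ from it by 1 change in structure were dimmer in the same sera. Lewis A (233), its isomer with galactose and fucose exchanged, had a median of 206 RFU and lay at least 4.3 below Lewis X in log2 RFU, with signals below the buffer median of an array raised to it. N-acetyllactosamine (097), which lacks the fucose, had 340 RFU and lay at least 4.2 below it. Sialyl Lewis X (423) had 158 RFU and lay at least 4.1 below it, and Lewis Y (372), with a second fucose, had 1922 RFU and lay at least 2.2 below it. Lewis A was at or below the buffer spots in 16 of 19 mice, sialyl Lewis X in 17 and N-acetyllactosamine in 11, so their own levels are not resolved. All 4 differences passed the test, with adjusted p from 1.6e-05 for the first 2 to 0.00019 for Lewis Y (permutation test of paired differences, Benjamini-Hochberg over 29 pairs), and Lewis X was the brighter in 18 or 19 of 19 mice. Lewis Y was bound in 8 mice and sialyl Lewis X in 1 mouse. For comparison, of the blood group glycans A(type 4) (437) had a median of 26032 RFU, B (type 3) (362) 7864 RFU, B (type 4) (363) 2278 RFU and A (type 2) (368) 1084 RFU, and the Galili trisaccharide Galα1-3Galβ1-4GlcNAcβ (222), which mice carry as a self antigen, 250 RFU with 0 mice bound.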

In humans, healthy donors never have antibodies to Le^X^ epitope, Galβ1-4(Fucα1-3)GlcNAcβ, as well as to related so-called type 2 motif containing antigens (i.e., structures with Galβ1-4GlcNAc core) like Le^Y^ and SiaLe^X^. The absence of these antibodies in humans is easy to explain: Le^X^ termination is known as the structure of many glycoproteins and glycolipids of endothelial and blood group cells membrane. In contrast to humans, 80% of BALB/c mice demonstrated moderate levels of anti-Le^X^ antibodies. 

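Lewis X was at or above 4000 RFU in 16 of 19 mice, or 84.2% (exact binomial 95% interval 60.4 to 96.6%). Females and males were positive in unequal numbers, as described for Table 1. The share depends on the threshold: 94.7% of mice reached 2000 RFU and 52.6% reached 8000 RFU. Among the 20 glycans that hold a Lewis X or Lewis Y motif, 13 were bound in at least 1 mouse. After Lewis X itself, the highest median was that of DFLNH (a) (541), with 3262 RFU and 6 mice bound, followed by Lewis Y (372), described above, and aGalNAcLeX (404), with 1839 RFU and 5 mice bound. At least 1 glycan of this list was bound in 18 of 19 mice.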

The “moderate” means a level comparable or higher than, for example, titers of anti-A/B alloantibodies, or anti-αGal xenoantibodies, which cause hemolytic reactions or organ rejection in humans. In mice, Le^X^ is known as stage-specific embryonic antigen-III and plays a crucial role in neurogenesis, embryogenesis, and reproduction system (27, 28). Why in BALB/c mice the antibodies coexist with cognate antigen without immunologic attack remains unclear. Notably, other mice strains (29) also found to have anti-Le^X^ NAbs, with an apparent function to protect from Schistosoma parasites (30). 

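Rhamnose, the Lewis C disaccharide and asialo-GM1 were bound in 0 of 19 mice. Rhaα (020) had a median of 943 RFU ± 680 (MAD) and Rhaβ (026) 1104 RFU ± 752, the LeC disaccharide 641 RFU ± 356 on the spacer sp2 (086) and 638 RFU ± 383 on sp4 (208), and asialo-GM1 (382) 427 RFU ± 160, with 3786 RFU in its brightest mouse. The P1 trisaccharide (225 and 266) and the Pk trisaccharide (223) were also bound in 0 mice, with medians of 369, 1212 and 734 RFU. The list of 4 Forssman or Adi glycans also held core 5, GalNAcα1-3GalNAcα (103), which is neither and was bound in no mouse. Of the others, Fs-5 (507) was bound in 3 mice and reached 19716 RFU, and Fs-2 (101) and Adi (102) were bound in 1 mouse each. Fucα1-3GlcNAcβ (072) was bound in 2 mice and Fucα1-4GlcNAcβ (073) in 0.
Among 31 GlcNAcβ-terminated glycans, 6 were bound in no mouse, while chitobiose on the spacer sp4 (117) was bound in 11 of 19 mice with a median of 6753 RFU ± 4951. The monosaccharide GlcNAcβ on the spacer sp3 (010) had a median of 1494 RFU and was bound in 2 mice. At least 1 glycan of this list was bound in 16 of 19 mice. Of 6 GlcNAcα-terminated glycans, 4 were bound in at least 1 mouse, the most often GlcNAcα1-3GalNAcβ (142), in 5 mice, with a median of 426 RFU. The exact binomial 95% interval for 0 of 19 mice ends at 17.6%.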

Concurrently, top anti-glycan antibodies conserved among humans (3, 8), such as GlcNAcβ-terminated, GlcNAcα-terminated, Rha, Le^C^, Fs/A_di_, asialo-GM1, and Fucα1-3(4)GlcNAc, are completely missing in mice, or, like in case of anti-blood group P_1_ and P^k^ trisaccharides, at very low level. Although we show with the glycan array that BALB/c and human IgM have different glycan binding specificities, these differences may not significantly alter the functional effect of human or mouse IgM on murine cells as shown in prior studies (31–33).

The differences observed in the repertoire of anti-carbohydrate antibodies in genetically identical BALB/c mice, and between these mice and humans, also reflect the uncertainties about the functional role and origin of NAbs. Three hypotheses attempt to explain the development of these antibodies (6). The first suggests the specific stimulation by new antigens of the bacterial microbiota; the second is based on the response to endogenous degradation products of normal cells, not to neoantigens; and the third proposes that NAbs result from the exposure to molecular patterns. The latter are different conserved molecules located close to each other that can be divided into two groups: MAMPs, microorganism associated molecular patterns, composed of polysaccharides, and DAMPs, damage associated molecular patterns, constituted by proteins. In the case of polysaccharides, human anti-glycan antibodies, including anti-A/B allo-agglutinins, antibodies to glycoprotein *O*-chain glycans Galβ1-3GalNAcα (TF) and GalNAcα (Tn), are risen due to contact of the newborn immune system with intestinal microbiota (34, 35). Pivotal role in this phenomenon might play bacterial polysaccharides, structure of which mimics ABH blood groups (7, 36), TF/Tn or other related mammalian glycans (37, 38). From the moment of birth, the gastrointestinal tract and respiratory system in mammals are actively colonized by bacteria. About 103 species of non-pathogenic (commensal) bacteria form the basis of normal intestinal microbiota (39), although the total number of species is estimated to be greater. These bacteria possess millions of antigens, and they are capable to prime those B-1 lymphocytes which are genetically selected for the synthesis of NAbs (6, 40). It was shown that up to 90% of the immunoglobulin-secreting cells of the normal mouse intestine produce natural Abs that are absent in germ-free mice (41, 42). Thus, the appearance of a particular natural anti-carbohydrate antibody requires “two keys”—the existence of B-1 cell gene and the priming with bacterial antigen (a mimotope of the cognate antigen). Bacteria are the best source for anti-carbohydrate antibody priming for two additional reasons: (1) appearance only after birth, (2) the need of toll-like receptors for recognition by B-1 cells; this mechanism excludes priming of B-1 cells with auto-antigens at the embryonic stage (6). Genetics of B-cells, as well as microbiotas of humans and mice are different, so it is not surprising that the resulting repertoires of NAbs are not similar. At the same time, since some of the NAbs (for instance, anti-A/B) play a similar physiologically active role, they are similar in different species.

In summary, the results presented here indicate that the repertoires of circulating natural anti-glycan antibodies in BALB/c mice appear to be not identical for genetically identical individual animals. Additionally, mice antibody repertoire shows significant differences to that present in humans, suggesting a caution when using mice as an animal model for investigation of human NAbs for biomedical studies.

## Ethics Statement

Animals were handled in strict accordance with good animal practice as defined by the relevant local animal welfare bodies. All animal procedures were supervised and approved by Bellvitge Biomedical Research Institute (IDIBELL) ethics committee for animal experimentation and the Catalonia Government. The care and handling of the animals were conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication no. 85-23 revised 1996) and the European Agreement of Vertebrate Animal Protection for Experimental Use (86/609).

## Author Contributions

Contributions of the authors can be summarized as follows: performed the experiments: DB-G and NK. Analyzed the data: DB-G, NK, NS, NB, and RM. Contributed reagents/materials/analysis tools: NB and RM. Wrote the article: DB-G. Contributed with ideas: DB-G, NK, NS, NB, and RM.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^http://www.cs.umd.edu/hcil/hce/.

^2^https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97151.

# Supplementary material for: Repertoire of BALB/c Mice Natural Anti-Carbohydrate Antibodies: Mice vs. Humans Difference, and Otherness of Individual Animals
**Source:** Front Immunol. 2017 Nov 6;8:1449. doi: 10.3389/fimmu.2017.01449
**Supplement:** Supplementary file 1

Supplementary Material

Repertoire of BALB/c mice natural anti-carbohydrate antibodies: mice vs. humans difference, and otherness of individual animals

Daniel Bello-Gil^{1,*}, Nailya Khasbiullina², Nadezhda Shilova², Nicolai Bovin² and Rafael Mañez^{1,3}

Table S1. List of glycans, their binding to natural circulating antibodies (IgM+IgG) of BALB/c mice (n=20), expressed in relative fluorescence units (RFU) as median $\pm$ median absolute deviation (MAD), and the number of animals exceeding *cut off* (≥ 4000 RFU).

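Table S1 gives for each printed compound a signal labelled as a median over 20 animals, its median absolute deviation and the number of animals at or above 4000 RFU, and the same values were deposited as a table of the whole series. Compounds were matched by number: 418 are in both the arrays and the table, while the arrays hold a compound 231 where the table lists 230. In the authors' deposited table 188 compounds have 0 animals and 71 have a signal at or above 4000 RFU. For 91.4% of the matched compounds, the authors' number of animals equals the count from the deposited arrays with the array of mice 44 and 45 taken for both animals.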

Glycan ID (#)	Structure	Common Name	Median and MAD as RFU		Animals showing RFU ≥ 4000
001	Fuc α -sp3	T _n Ser<br>T _n	1590	342	1
002	Gal α -sp3		1522	316	0
003	Gal β -sp3		11858	1420	12
004	GalNAc α 1-OSer		2145	395	2
005	GalNAc α -sp3		1642	192	2
006	GalNAc β -sp3		1001	250	0
007	Glc α -sp3		1242	222	0
009	Glc β -sp3		1576	325	0
010	GlcNAc β -sp3		4124	471	1
011	GlcNAc β -sp2		4634	607	2
012	GlcNAc β -sp7		2068	523	2
013	GlcNAc β -sp8		7267	1117	9
014	GlcN(Gc) β -sp4		914	203	0
015	HOCH ₂ (HOCH) ₄ CH ₂ NH ₂	aminoglucitol	1374	316	0
016	Man α -sp3		1164	263	0
017	Man α -sp4		1567	369	0
018	Man β -sp4		1842	319	2
019	ManNAc β -sp4		4752	390	4
020	Rha α -sp3		970	308	0

Supplementary Material

021	Gal β -sp4		1338	269	0
022	GlcNAc β -sp4		932	230	0
023	GalNAc β -sp4		1246	271	0
024	GlcNAc α -sp3		1463	260	2
025	GalNAc β -sp10		848	209	0
026	Rha β -sp4		1098	227	0
027	3,6-Me2Glc	DMG	673	123	0
028	Xyl β -sp4		1411	302	0
029	Fuc β -sp4		1139	301	0
030	Glc β -sp4		1449	429	1
031	L-Ara α -sp4		1099	369	0
032	GalNGc β -sp3		483	119	0
037	3-O-Su-Gal β -sp3		2317	503	3
038	3-O-Su-GalNAc β -sp3		3657	689	7
041	6-O-Su-GalNAc α -sp3		5504	1443	7
043	6-O-Su-GlcNAc β -sp3		1040	253	1
044	GlcA α -sp3	α -glucuronic acid	1275	327	0
045	GlcA β -sp3	β -glucuronic acid	1671	335	1
046	6-H ₂ PO ₃ Glc β -sp4	β -Glc6P	1369	316	0
047	6-H ₂ PO ₃ Man α -sp3	α -Man6P	1300	322	0
048	Neu5Ac α -sp3		583	131	0
049	Neu5Ac α -sp9		1349	334	3
050	Neu5Ac β -sp3		2184	526	3
051	Neu5Ac β -sp9		1698	609	3
052	Neu5Gc α -sp3		847	286	0
053	Neu5Gc β -sp3		1202	307	0
054	9-NAc-Neu5Ac α -sp3		256	77	0
055	3-O-Su-GlcNAc β -sp3		840	214	0
056	Gal α -sp7		1016	263	0
057	Rib -sp4		1153	248	0
058	Fuc β -sp3		2266	422	1
059	Crypted	Crypted	1360	389	0
060	6-O-Su-Gal β -sp3		61113	1156	20
061	3-OSu-GalNAc α -sp3		2692	622	3
071	Fuc α 1-2Gal β -sp3	H _{di}	1077	245	1
072	Fuc α 1-3GlcNAc β -sp3		1424	300	2

073	Fuc α 1-4GlcNAc β -sp3	Le	755	217	0
074	Fuc β 1-3GlcNAc β -sp3		533	130	0
075	Gal α 1-2Gal β -sp3		790	184	0
076	Gal α 1-3Gal β -sp3	B _{di}	775	192	0
077	Gal α 1-3GalNAc β -sp3	T _{$\alpha\beta$}	668	155	0
078	Gal α 1-3GalNAc α -sp3	T _{$\alpha\alpha$}	581	113	0
080	Gal α 1-3GlcNAc β -sp3		384	76	0
081	Gal α 1-4GlcNAc β -sp3	α -LN	815	183	1
082	Gal α 1-4GlcNAc β -sp8	α -LN	713	144	1
083	Gal α 1-6Glc β -sp4	melibiose	2285	348	2
084	Gal β 1-2Gal β -sp3		1332	301	1
086	Gal β 1-3GlcNAc β -sp2	Le ^C	609	130	0
087	Gal β 1-3Gal β -sp3		1488	282	1
088	Gal β 1-3GalNAc β -sp3	T _{$\beta\beta$}	1468	174	2
089	Gal β 1-3GalNAc α -sp3	TF	297	59	0
092	Gal β 1-4Glc β -sp2	Lactose, Lac	889	182	0
093	Gal β 1-4Glc β -sp4	Lactose, Lac	1089	290	0
094	Gal β 1-4Gal β -sp4		1124	278	0
096	Gal β 1-4GlcNAc β -sp2	N-acetyllactosamine, LN	2604	893	1
097	Gal β 1-4GlcNAc β -sp3	N-acetyllactosamine, LN	491	103	0
098	Gal β 1-4GlcNAc β -sp5	N-acetyllactosamine, LN	341	65	0
099	Gal β 1-4GlcNAc β -sp8	N-acetyllactosamine, LN	357	65	1
100	Gal β 1-6Gal β -sp4		18406	2396	15
101	GalNAc α 1-3GalNAc β -sp3	Fs-2	1158	307	1
102	GalNAc α 1-3Gal β -sp3	A _{di}	1199	295	1
103	GalNAc α 1-3GalNAc α -sp3	core 5	451	87	0
104	GalNAc β 1-3Gal β -sp3		603	144	0
105	GalNAc β 1-3GalNAc β -sp3	para-Fs	5975	1065	11
106	GalNAc β 1-4GlcNAc β -sp3	LacdiNAc	332	79	0
107	GalNAc β 1-4GlcNAc β -sp2	LacdiNAc	390	95	0
110	Glc α 1-4Glc β -sp3	maltose	10870	2172	10
111	Glc β 1-4Glc β -sp4	cellobiose	3363	407	3
112	Glc β 1-6Glc β -sp4	gentiobiose	6968	1229	5
113	GlcNAc β 1-3GalNAc α -sp3	core 3	4852	620	3
114	GlcNAc β 1-3Man β -sp4		1474	423	2
115	GlcNAc β 1-4GlcNAc β -Asn	chitobiose-Asn	12575	2669	14
116	GlcNAc β 1-4GlcNAc β -sp3	chitobiose	1040	186	1

Supplementary Material

117	GlcNAc β 1-4GlcNAc β -sp4	chitobiose	8585	1418	11
118	GlcNAc β 1-6GalNAc α -sp3	core 6	7860	714	4
119	Man α 1-2Man β -sp4		1200	259	0
120	Man α 1-3Man β -sp4		1224	338	0
121	Man α 1-4Man β -sp4		1064	328	0
122	Man α 1-6Man β -sp4		1484	380	0
123	Man β 1-4GlcNAc β -sp4		2103	428	2
125	6-Bn-Gal β 1-4GlcNAc β -sp2		32674	5389	19
126	6-Bn-Gal α 1-4(6-Bn)GlcNAc β -sp3		15410	3185	15
127	Gal β 1-4Glc β -dipeptide		559	105	0
128	Gal β 1-4Glc β -dipeptide		1181	263	0
129	Gal β 1-3(6-O-Bn)GlcNAc β -sp3		683	184	0
130	(6-O-Bn-Gal β 1)-3GlcNAc β -sp3		378	104	0
131	(6-O-Bn-Gal β 1)-3(6-O-Bn)GlcNAc β -sp3		1908	494	2
132	Galb1-3GalNAca-sp5	TF	376	72	0
133	Gal β 1-4Glc β -dipeptide		6816	465	4
134	Gal β 1-4Glc β -dipeptide		1197	271	0
135	Gal β 1-4Glc β -dipeptide		941	330	0
136	Gal β 1-4Glc β -dipeptide		476	98	0
137	Gal β 1-4Glc β -dipeptide		589	88	0
138	Gal β 1-4Glc β -dipeptide		571	130	0
139	Gal β 1-4Glc α -sp3		395	65	0
140	Gal α 1-3GalNAc(fur) β -sp3		608	117	0
142	GlcNAc α 1-3GalNAc β -sp3		4523	1339	4
143	Fuc α 1-2(3-O-Su)Gal β -sp3		468	138	0
144	Gal β 1-3(6-O-Su)GlcNAc β -sp2		297	73	0
145	Gal β 1-3(6-O-Su)GlcNAc β -sp3		388	76	0
146	Gal β 1-4(6-O-Su)Glc β -sp2		2044	469	2
149	GlcNAc β 1-4(6-O-Su)GlcNAc β -sp2		2569	475	5
150	3-O-Su-Gal β 1-3GalNAc α -sp3		37943	3232	20
151	6-O-Su-Gal β 1-3GalNAc α -sp3		1840	250	2
152	3-O-Su-Gal β 1-4Glc β -sp2	SM3	2564	413	2
153	6-O-Su-Gal β 1-4Glc β -sp2		1796	504	2
154	3-O-Su-Gal β 1-3GlcNAc β -sp3		32651	3954	20
156	3-O-Su-Gal β 1-4GlcNAc β -sp2		2305	458	1
158	4-O-Su-Gal β 1-4GlcNAc β -sp2		2927	860	2

159	4-O-Su-Gal β 1-4GlcNAc β -sp3		1656	736	2
160	6-O-Su-Gal β 1-3GlcNAc β -sp2		346	142	0
161	6-O-Su-Gal β 1-3GlcNAc β -sp3		536	141	0
162	6-O-Su-Gal β 1-4GlcNAc β -sp2		5615	1540	7
164	GlcA β 1-3GlcNAc β -sp3		979	218	1
165	GlcA β 1-3Gal β -sp3		1035	308	1
166	GlcA β 1-6Gal β -sp3		39105	2993	17
167	GlcNAc β 1-4-[HOOC(CH ₃)CH]-3-O-GlcNAc β -sp4	GlcNAc-Mur	1012	269	1
168	GlcNAc β 1-4Mur-L-Ala-D-i-Gln-Lys	GMDP-Lys	3668	152	1
169	Neu5Ac α 2-3Gal β -sp3	GM4	2305	596	3
170	Neu5Ac α 2-6Gal β -sp3		4157	633	3
171	Neu5Ac α 2-3GalNAc α -sp3	3-SiaT _n	844	168	1
172	Neu5Ac α 2-6GalNAc α -sp3	SiaT _n	3250	124	1
173	Neu5Ac β 2-6GalNAc α -sp3	b-SiaT _n	3221	855	5
174	Neu5Gc α 2-6GalNAc α -sp3	Neu5Gc-T _n	1596	178	1
175	Neu5Gc β 2-6GalNAc α -sp3		1453	451	2
176	3-O-Su-Gal β 1-4(6-O-Su)Glc β -sp2		43008	9342	20
177	3-O-Su-Gal β 1-4(6-O-Su)GlcNAc β -sp3		32496	7215	20
178	6-O-Su-Gal β 1-4(6-O-Su)Glc β -sp2		3506	763	5
179	6-O-Su-Gal β 1-3(6-O-Su)GlcNAc β -sp2		1770	580	0
180	6-O-Su-Gal β 1-4(6-O-Su)GlcNAc β -sp2		2991	832	4
181	3,4-O-Su ₂ -Gal β 1-4GlcNAc β -sp3		2993	820	5
182	3,6-O-Su ₂ -Gal β 1-4GlcNAc β -sp2		487	151	0
183	4,6-O-Su ₂ -Gal β 1-4GlcNAc β -sp2		4401	944	4
184	4,6-O-Su ₂ -Gal β 1-4GlcNAc β -sp3		1945	649	2
186	Neu5Ac α 2-8Neu5Ac α 2-sp3	(Sia) ₂	190	64	0
187	3-O-Su-Gal β 1-4(6-O-Su)Glc β -sp2		290	91	0
188	Neu5Ac α 2-8Neu5Ac β -sp9		1162	382	2
189	3,6-O-Su ₂ -Gal β 1-4(6-O-Su)GlcNAc β -sp2		2054	543	3
190	Gal β 1-4-(6-P)GlcNAc β -sp2		1217	347	1
191	6-P-Gal β 1-4GlcNAc β -sp2		926	194	1
192	GalNAc β 1-4(6-O-Su)GlcNAc β -sp3		483	106	0
193	3-O-Su-GalNAc β 1-4GlcNAc β -sp3		3103	626	4
194	6-O-Su-GalNAc β 1-4GlcNAc β -sp3		2884	455	4
195	6-O-Su-GalNAc β 1-4-(3-O-Ac)GlcNAc β -sp3		589	122	0
196	3-O-Su-GalNAc β 1-4(3-O-Su)-GlcNAc β -sp3		605	123	1
197	3,6-O-Su ₂ -GalNAc β 1-4-GlcNAc β -sp3		287	54	0

Supplementary Material

198	4,6-O-Su ₂ -GalNAcβ1-4GlcNAcβ-sp3		2251	407	1
199	4,6-O-Su ₂ -GalNAcβ1-4-(3-O-Ac)GlcNAcβ-sp3		690	178	0
200	4-O-Su-GalNAcβ1-4GlcNAcβ-sp3		466	134	0
201	3,4-O-Su ₂ -GalNAcβ1-4-GlcNAcβ-sp3		3790	859	6
202	6-O-Su-GalNAcβ1-4(6-O-Su)GlcNAcβ-sp3		4471	933	8
203	Galβ1-4(6-O-Su)GlcNAcβ-sp2		5424	1203	8
204	4-O-Su-GalNAcβ1-4GlcNAcβ-sp2		753	120	1
205	Neu5Acα2-6GalNAcβ-sp3		606	111	1
206	Neu5Gcα2-3Gal-sp3		1295	371	0
207	Neu5Acβ2-6GalNAcβ-sp3		2913	646	3
208	Galβ1-3GlcNAcβ-sp4	Le ^C	658	172	0
209	Crypted	Crypted	6503	1331	9
210	Crypted	Crypted	1743	558	1
211	Crypted	Crypted	8440	1533	13
212	Crypted	Crypted	2129	530	3
213	Neu5Acβ2-6Galβ-sp3		2672	827	3
214	ΔGlcAβ1-3Galβ-sp3	deltaGlcAβ3Gal	589	161	0
215	Fuca1-2Galβ1-3GlcNAcβ-sp3	Le ^d , H (type 1)	2727	444	3
216	Fuca1-2Galβ1-4GlcNAcβ-sp3	H (type 2)	10845	2895	15
217	Fuca1-2Galβ1-3GalNAcα-sp3	H (type 3)	3108	468	6
219	Fuca1-2Galβ1-4Glcβ-sp4	H (type 6)-Gly	8251	1687	10
220	Galα1-3Galβ1-4Glcβ-sp2		901	275	0
221	Galα1-3Galβ1-4Glcβ-sp4		1230	393	2
222	Galα1-3Galβ1-4GlcNAcβ-sp3	Galili (tri)	254	106	0
223	Galα1-4Galβ1-4Glcβ-sp2	P ^k , Gb3, GbOse ₃	756	247	0
225	Galα1-4Galβ1-4GlcNAcβ-sp2	P ₁	573	165	0
226	Galα1-3(Fuca1-2)Galβ-sp3	B _{tri}	1227	312	1
227	Galα1-3(Fuca1-2)Galβ-sp5	B _{tri} -C8	1044	248	1
228	Galβ1-2Galα1-3GlcNAcβ-sp3		321	87	0
229	Galβ1-3Galβ1-4GlcNAcβ-sp4		323	81	0
230	Galβ1-4Galβ1-4Glcβ-sp2	Mc3	248	84	0
232	Galβ1-4GlcNAcβ1-6GalNAcα-sp3		624	81	1
233	Galβ1-3(Fuca1-4)GlcNAcβ-sp3	Le ^A	210	58	0
234	Galβ1-4(Fuca1-3)GlcNAcβ-sp3	Le ^X	13573	2635	16
235	GalNAcα1-3(Fuca1-2)Galβ-sp3	A _{tri}	586	306	1
236	GalNAcα1-3(Fuca1-2)Galβ-sp5	A _{tri}	498	262	1

237	GalNH α 1-3<br>Fuc α 1-2<br>Gal β -OCH ₂ CH ₂ CH ₂ NHAc		357	135	0
239	GalNAc β 1-3(Fuc α 1-2)Gal β -sp3		849	654	1
240	(Glc α 1-4) ₃ β -sp4	maltotriose	11233	1567	6
241	(Glc α 1-6) ₃ β -sp4	isomaltotriose	520	163	0
242	GlcNAc α 1-3Gal β 1-4GlcNAc β -sp2		278	90	0
243	GlcNAc α 1-3Gal β 1-4GlcNAc β -sp3		215	61	0
245	GlcNAc α 1-6Gal β 1-4GlcNAc β -sp2		3394	1053	3
246	GlcNAc β 1-2Gal β 1-3GalNAc α -sp3		434	94	0
247	GlcNAc β 1-3Gal β 1-3GalNAc α -sp3		321	63	0
248	GlcNAc β 1-3Gal β 1-4Glc β -sp2		822	179	0
249	GlcNAc β 1-3Gal β 1-4GlcNAc β -sp2		1652	322	2
250	GlcNAc β 1-3Gal β 1-4GlcNAc β -sp3		1942	488	2
251	GlcNAc β 1-4Gal β 1-4GlcNAc β -sp2		1067	216	1
252	GlcNAc β 1-4GlcNAc β 1-4GlcNAc β -sp4	chitotriose	1111	206	2
253	GlcNAc β 1-6Gal β 1-4GlcNAc β -sp2		2877	653	3
254	GlcNAc β 1-6(Gal β 1-3)GalNAc α -sp3	core 2	2499	525	4
255	GlcNAc β 1-6(GlcNAc β 1-3)GalNAc α -sp3	core 4	5853	425	4
256	GlcNAc β 1-6(GlcNAc β 1-4)GalNAc α -sp3		5020	613	8
258	Man α 1-6(Man α 1-3)Man β -sp4	Man ₃	743	160	0
259	Gal β 1-4(Gal β 1-3)GlcNAc β -sp3		372	58	0
260	Fuc β 1-4<br>GlcNAc β -sp3		663	140	0
	Gal β 1-3				
261	Fuc β 1-3<br>GlcNAc β -sp3		299	62	0
	Gal β 1-4				
262	Gal β 1-3GalNAc β 1-3Gal-sp4		437	120	0
263	(GalNAc β -PEG2) ₃ - β -DD		657	114	0
264	Gal β 1-4Gal β 1-4GlcNAc β -sp3		461	87	0
266	Gal α 1-4Gal β 1-4GlcNAc β -sp3	P ₁	1017	227	0
267	GlcNAc β 1-3Gal β 1-3GlcNAc β -sp3		718	138	0
268	GlcNAc β 1-4(Fuc α 1-6)GlcNAc β -sp3		1291	311	1
269	Gal β 1-3Gal β 1-4Glc β -sp4		518	137	0
270	Gal β 1-4Gal β 1-4Glc β -sp4		939	202	0
271	Gal β 1-6Gal β 1-4Glc β -sp4		53622	1934	20

Supplementary Material

272	Neu5Ac α 2-3Gal β 1-4Glc β -sp4-Cit	3'-SL -citrullin	236	60	0
273	Fuc β 1-2Gal β 1-4GlcNAc β -sp3		242	60	0
274	GalNAc α 1-3Gal β 1-4GlcNAc-sp3		426	90	0
275	GalNAc β 1-3Gal β 1-4GlcNAc-sp3		403	103	0
276	GlcNAc β 1-4Gal β 1-4GlcNAc β -sp3		1357	456	2
277	GalNGc α 1-3(Fuc α 1-2)Gal β -sp3	N-Gc-A _{tri}	375	99	0
287	3-O-Su-Gal β 1-3(Fuc α 1-4)GlcNAc β -sp3	3'-OSu-Le ^A	20063	4962	19
288	3-O-Su-Gal β 1-4(Fuc α 1-3)GlcNAc β -sp3	3'-OSu-Le ^X	593	146	0
289	Neu5Ac α 2-6(Gal β 1-3)GalNAc α -sp3		296	88	0
290	Neu5Ac α 2-6(Gal α 1-3)GalNAc α -sp3		262	68	0
291	Neu5Ac β 2-6(Gal β 1-3)GalNAc α -sp3		1887	727	3
292	Neu5Ac α 2-3Gal β 1-3GalNAc α -sp3		4477	1186	4
293	Neu5Ac α 2-3Gal β 1-4Glc β -sp3	3'SL	1684	349	1
294	Neu5Ac α 2-3Gal β 1-4Glc β -sp4	3'SL	363	99	0
295	Neu5Ac α 2-6Gal β 1-4Glc β -sp2	6'SL	290	66	0
296	Neu5Ac α 2-6Gal β 1-4Glc β -sp4	6'SL	360	96	0
297	Neu5Ac β 2-6Gal β 1-4Glc β -sp2		1645	409	3
298	Neu5Ac α 2-3Gal β 1-4GlcNAc β -sp3	3'SLN	5486	1855	3
299	Neu5Ac α 2-3Gal β 1-3GlcNAc β -sp3	3'SiaLe ^C	3968	1266	6
300	Neu5Ac α 2-6Gal β 1-4GlcNAc β -sp3	6'SLN	936	527	1
302	Neu5Ac β 2-6Gal β 1-4GlcNAc β -sp3		1100	368	2
303	Neu5Gc α 2-3Gal β 1-4GlcNAc β -sp3		2147	451	1
304	Neu5Gc α 2-6Gal β 1-4GlcNAc β -sp3		792	191	0
305	Neu5Gc β 2-6Gal β 1-4GlcNAc β -sp3		601	112	0
306	9-Nac-Neu5Ac α 2-6Gal β 1-4GlcNAc β -sp3		1431	437	1
307	KDN α 2-3Gal β 1-3GlcNAc β -sp2		1441	304	2
308	KDN α 2-3Gal β 1-4GlcNAc β -sp2		903	204	0
309	Neu5Ac α 2-6(Neu5Ac α 2-3)GalNAc α -sp3		487	107	1
310	3'SiaLacNAc β -OCH ₂ CH ₂ CH ₂ NH-(3'SiaLacNAc-amide-sp3)		1932	665	1
315	Neu5Ac α 2-3Gal β 1-4-(6-O-Su)GlcNAc β -sp3		1930	477	3
316	Neu5Ac α 2-3Gal β 1-3-(6-O-Su)GlcNAc β -sp3		2752	1014	5
318	Neu5Ac α 2-6Gal β 1-4-(6-O-Su)GlcNAc β -sp3		1004	234	1
319	Neu5Ac α 2-3-(6-O-Su)Gal β 1-4GlcNAc β -sp3		7963	705	7
320	4-O-Su-Neu5Ac α 2-3-(6-O-Su)Gal β 1-4GlcNAc β -sp3		9621	1580	10
321	(Neu5Ac α 2-8) ₃ -sp3	(Sia) ₃	226	57	0

322	(Neu5Ac α 2-8) β 3-sp3		553	112	0
323	Neu5Ac α 2-6Gal β 1-3GlcNAc-sp3	6'-SiaLe ^c	317	100	0
324	Neu5Ac α 2-6Gal β 1-3(6-O-Su)GlcNAc-sp3		361	80	0
325	Neu5Ac α 2-3Gal β 1-4Glc β -dipeptide		275	57	0
326	Neu5Ac α 2-3Gal β 1-4Glc β -dipeptide		311	65	0
327	Neu5Ac α 2-3Gal β 1-4Glc β -dipeptide		495	125	0
328	Neu5Ac α 2-3Gal β 1-4Glc β -dipeptide		298	55	0
329	Neu5Ac α 2-3Gal β 1-4Glc β -dipeptide		586	133	0
331	Neu5Gc α 2-3Gal β 1-3GlcNAc β -sp3		2552	467	5
332	Neu5Ac α 2-3Gal β 1-4Glc β -dipeptide		381	91	0
333	Neu5Gc α 2-3Gal β 1-3-(6-O-Su)GlcNAc β -sp3		4811	1109	5
334	Neu5Gc α 2-3Gal β 1-4-(6-O-Su)GlcNAc β -sp3		1639	274	2
335	Neu5Ac α 2-3Gal β 1-3-(6-O-Su)GlcNAc β -sp3		6401	1102	6
336	α Kdo-(2 $\rightarrow$ 8)- α Kdo-(2 $\rightarrow$ 4)- α Kdo-sp11		5921	1649	10
337	GalNAc α 1-4Gal β 1-4GlcNAc β -sp3		4219	657	7
338	Neu5Ac α 2-6Gal β 1-3GalNAc α -sp3		306	59	0
339	Neu5Ac β 2-6Gal β 1-3GalNAc α -sp3		1931	365	3
340	Gal α 1-3(Neu5Ac β 2-6)GalNAc β -sp3		2907	760	4
341	Neu5Ac α 2-3-(6-Su)Gal β 1-4GlcNAc β -sp2		5964	1255	9
359	Gal α 1-3(Fuc α 1-2)Gal β 1-3GlcNAc β -sp3	B (type 1)	400	112	0
360	Gal α 1-3(Fuc α 1-2)Gal β 1-4GlcNAc β -sp3	B (type 2)	5071	644	6
362	Gal α 1-3(Fuc α 1-2)Gal β 1-3GalNAc α -sp3	B (type 3)	8283	2150	14
363	Gal α 1-3(Fuc α 1-2)Gal β 1-3GalNAc β -sp3	B (type 4)	2728	589	6
364	Gal α 1-3Gal β 1-4(Fuc α 1-3)GlcNAc β -sp3	α GalLe ^x	541	116	0
365	Gal α 1-4(Fuc α 1-2)Gal β 1-4GlcNAc β -sp3		962	361	1
366	GalNAc α 1-3(Fuc α 1-2)Gal β 1-3GlcNAc β -sp3	A (type 1)	351	71	0
368	GalNAc α 1-3(Fuc α 1-2)Gal β 1-4GlcNAc β -sp3	A (type 2)	2621	625	2
369	GalNAc α 1-4(Fuc α 1-2)Gal β 1-4GlcNAc β -sp3		3246	374	3
370	Crypted	Crypted	2629	835	3
371	Fuc α 1-2Gal β 1-3(Fuc α 1-4)GlcNAc β -sp3	Le ^B	307	107	0
372	Fuc α 1-2Gal β 1-4(Fuc α 1-3)GlcNAc β -sp3	Le ^Y	3936	1040	8
373	Gal α 1-3Gal β 1-4GlcNAc β 1-3Gal β -sp3	Galili (tetra)	777	128	0
374	Gal α 1-3(Gal α 1-4)Gal β 1-4GlcNAc β -sp3	Gal α 2-3',4'LN	280	72	0
375	Gal α 1-4GlcNAc β 1-3Gal β 1-4GlcNAc β -sp3		1032	190	1
377	Gal β 1-3GlcNAc β 1-3Gal β 1-3GlcNAc β -sp2		827	166	1
378	Gal β 1-3GlcNAc α 1-3Gal β 1-4GlcNAc β -sp3		10106	2009	9
379	Gal β 1-3GlcNAc β 1-3Gal β 1-4GlcNAc β -sp3		1304	387	1

Supplementary Material

380	Galβ1-3GlcNAcα1-6Galβ1-4GlcNAcβ-sp2		2306	344	1
381	Galβ1-3GlcNAcβ1-6Galβ1-4GlcNAcβ-sp2		2581	827	3
382	Galβ1-3GalNAcβ1-4Galβ1-4Glcβ-sp3	GA1, asialo-GM1	642	125	0
383	Galβ1-4GlcNAcβ1-3Galβ1-4Glcβ-sp4	LNnT	280	74	0
384	Galβ1-4GlcNAcβ1-3Galβ1-4GlcNAcβ-sp2	i	290	76	0
386	Galβ1-4GlcNAcα1-6Galβ1-4GlcNAcβ-sp2		3822	638	2
387	Galβ1-4GlcNAcβ1-6Galβ1-4GlcNAcβ-sp2		2719	521	2
388	Galβ1-4GlcNAcβ1-6(Galβ1-3)GalNAcα-sp3		229	77	0
389	GalNAcβ1-3Galα1-4Galβ1-4Glcβ-sp3	Gb4, P	399	90	0
390	(Glcα1-4) ₄ β-sp4	maltotetraose	13504	2947	10
394	GlcNAcβ1-4				
	Galβ1-4GlcNAcβ-sp2		2286	487	3
	GlcNAcβ1-3				
395	GlcNAcβ1-6(GlcNAcβ1-3)Galβ1-4GlcNAcβ-sp2	T _k	1249	316	0
396	(GlcNAcβ1) ₃ -3,4,6-GalNAcα-sp3		4966	727	4
397	(GlcNAcβ1) ₃ -3,4,6-GalNAcα-sp3		7793	1480	9
398	Galβ1-3GlcN(Fm)β1-3Galβ1-4GlcNAcβ-sp3		557	106	0
399	Galβ1-3GlcNAcα1-3Galβ1-3GlcNAcβ-sp2		6788	1178	10
401	Galβ1-3GlcNAcβ1-3Galβ1-3GlcNAcβ-sp3		717	181	0
402	GalNAcα1-3				
	Galα1-4GlcNAcβ-sp3		175	45	0
	Fucα1-2				
403	Galβ1-3GlcNAcβ1-3Galβ1-4GlcNAcβ-sp2		2047	376	4
404	GalNAcα1-3Galβ1-4(Fucα1-3)GlcNAcβ-sp3	αGalNAcLe ^x	3611	1529	5
405	Galα1-3(Fucα1-2)Galα1-4GlcNAcβ-sp3		2929	227	1
406	GalNAcα1-3(Fucα1-2)Galα1-3GalNAcβ-sp3		304	60	0
419	3-O-SuGalβ1-4GlcNAcβ1-3Galβ1-4GlcNAcβ-sp3		2425	448	3
420	4-O-SuGalβ1-4GlcNAcβ1-3Galβ1-4GlcNAcβ-sp3		894	183	1
423	Neu5Acα2-3Galβ1-4(Fucα1-3)GlcNAcβ-sp3	SiaLe ^x	1673	483	1
425	Neu5Acα2-3Galβ1-4				
	GlcNAcβ-sp3		2164	673	2
	Fucβ1-3				
426	Neu5Acα2-3Galβ1-3(Fucα1-4)GlcNAcβ-sp3	SiaLe ^A	216	60	0
428	Neu5Acα2-3Galβ1-4(Fucα1-3)(6-O-Su-)GlcNAcβ-sp3	6-OSu-SLe ^x	429	149	0

429	Neu5Ac α 2-3(6-O-Su)Gal β 1-4(Fuc α 1-3)GlcNAc β -sp3	6'-OSu-SiaLe ^x	762	222	2
431	Neu5Ac α 2-3Gal β 1-4(2-O-Su-Fuc α 1-3)GlcNAc β -sp3		918	242	2
432	Neu5Ac α 2-3Gal β 1-4<br>GlcNAc β -sp3<br>3-O-Su-Fuc α 1-3		546	207	0
433	Neu5Ac α 2-6(Neu5Ac α 2-3Gal β 1-3)GalNAc α -sp3		203	66	0
434	Neu5Ac α 2-8Neu5Ac α 2-3Gal β 1-4Glc β -sp4	GD3	287	84	0
435	Neu5Ac α 2-3Gal β 1-4(2-O-Su-Fuc α 1-3)(6-O-Su)GlcNAc β -sp3		425	133	0
436	4-O-Su-Neu5Ac α 2-3Gal β 1-4(Fuc α 1-3)(6-O-Su)GlcNAc β -sp3		963	415	2
437	GalNAc α 1-3(Fuc α 1-2)Gal β 1-3GalNAc β -sp3	A(type 4)	33886	3193	18
438	Fuc β 1-2Gal β 1-4(Fuc α 1-3)GlcNAc β -sp3		460	131	0
439	α Kdo-(2 $\rightarrow$ 4)- α Kdo-(2 $\rightarrow$ 4)- α Kdo-(2 $\rightarrow$ 6)- β GlcNAc-sp11		5179	1212	9
440	Neu5Ac β 2-6(Fuc α 1-2)Gal β 1-4GlcNAc β -sp3		2150	416	3
441	Neu5Ac α 2-6(Fuc α 1-2)Gal β 1-4GlcNAc β -sp3		719	160	1
442	Neu5Ac α 2-3 (GalNAc β 1-4)Gal β 1-4Glc β -sp4	GM2	499	111	0
479	Fuc α 1-2Gal β 1-3GlcNAc β 1-3Gal β 1-4Glc β -sp4	LNFP I	512	286	0
480	Fuc α 1-2Gal β 1-3GlcNAc β 1-3Gal β 1-4GlcNAc β -sp2	H(type 1) penta	3826	911	8
481	Gal α 1-3Gal β 1-4GlcNAc β 1-3Gal β 1-4Glc β -sp4	Galili (penta)	241	60	0
482	Gal α 1-3(Fuc α 1-2)Gal β 1-3(Fuc α 1-4)GlcNAc β -sp3	BL ^e ^B	1726	229	3
483	Gal α 1-3(Fuc α 1-2)Gal β 1-4(Fuc α 1-3)GlcNAc β -sp3	BL ^e ^Y	2689	293	3
484	GalNAc α 1-3(Fuc α 1-2)Gal β 1-3(Fuc α 1-4)GlcNAc β -sp3	AL ^e ^B	175	49	0
485	Gal β 1-4GalNAc α 1-3(Fuc α 1-2)Gal β 1-4GlcNAc β -sp3		2643	642	4
488	Gal β 1-4GlcNAc β 1-6(Gal β 1-4GlcNAc β 1-3)GalNAc α -sp3		284	69	0
489	Gal β 1-4GlcNAc β 1-3(GlcNAc β 1-6)Gal β 1-4GlcNAc β -sp2		541	172	0
490	Gal β 1-4GlcNAc β 1-6(GlcNAc β 1-3)Gal β 1-4GlcNAc β -sp2		527	119	0
491	GalNAc α 1-3(Fuc α 1-2)Gal β 1-4(Fuc α 1-3)GlcNAc β -sp3	AL ^e ^Y	213	65	0
492	(Glc α 1-6) β -sp4	isomaltopentaose	1151	263	2
493	(GlcNAc β 1-4) β -sp4	chitopentaose	1798	509	1
495	Man α 1-6(Man α 1-3)Man α 1-6(Man α 1-3)Man β -sp4	Man ₅	892	319	1

Supplementary Material

496	Fuc α 1-2Gal β 1-3(Fuc α 1-4)GlcNAc β 1-3Gal β 1-4Glc β -sp4	Le ^b (hexa)	223	72	0
497	Fuc α 1-2Gal β 1-4(Fuc α 1-3)GlcNAc β 1-3Gal β 1-4Glc β -sp4	Le ^y (hexa)	2057	212	4
498	Gal β 1-4GlcNAc β 1-3Gal β 1-4GlcNAc β 1-3Gal β 1-4GlcNAc β -sp3	(LN) ₃	201	62	0
499	Gal β 1-4GlcNAc β 1-6(Gal β 1-4GlcNAc β 1-3)Gal β 1-4GlcNAc β -sp2	I	200	45	0
501	Gal β 1-3GalNAc β 1-3Gal α 1-4Gal β 1-4Glc β -sp4	Gb5	1360	254	1
502	(Glc α 1-6) ₆ β -sp4	maltohexaose	3033	653	5
503	(GlcNAc β 1-4) ₆ -sp4	chitohexaose	2396	314	1
504	(A-GN-M) ₂ -3,6-M-GN-GN β -sp4	9-OS	200	57	0
505	(GN-M) ₂ -3,6-M-GN-GN β -sp4	7-OS	728	195	0
506	Ara β 6	Ara6	158	37	0
507	GalNAc α 1-3GalNAc β 1-3Gal α 1-4Gal β 1-4Glc β -sp3	Fs-5	2021	988	3
508	GalNAc β 1-3(Fuc α 1-2)Gal β 1-4(Fuc α 1-3)GlcNAc β -sp3		402	93	0
509	Gal β 1-3GalNAc β 1-4(Neu5Ac α 2-3)Gal β 1-4Glc β -sp4	GM1	1553	448	3
527	Neu5Ac α 2-3Gal β 1-4GlcNAc β 1-3Gal β 1-4GlcNAc β -sp2		179	48	0
528	Neu5Ac α 2-3Gal β 1-4(Fuc α 1-3)GlcNAc β 1-3Gal β -sp3	SiaLe ^x -3Gal	203	49	0
529	Neu5Ac α 2-6(Gal β 1-3)GlcNAc β 1-3Gal β 1-4Glc β -sp4	LSTb	297	70	0
530	(Neu5Ac α 2-3Gal β 1)2-3,4-GlcNAc β -sp3		1529	352	1
531	Neu5Ac α 2-8Neu5Ac α 2-3(GalNAc β 1-4)Gal β 1-4Glc β -sp2	GD2	434	116	0
534	Neu5Ac α 2-3Gal β 1-4GlcNAc β 1-3Gal β 1-4GlcNAc β -sp3		193	58	0
535	Neu5Ac α 2-8Neu5Ac α 2-3(GalNAc β 1-4)Gal β 1-4Glc β -sp4	GD2	234	61	0
536	Neu5Ac α 2-3Gal β 1-3GlcNAc β 1-3Gal β 1-4Glc β -sp4	LSTa	342	92	0
537	Neu5Ac α 2-3Gal β 1-4GlcNAc β 1-3Gal β 1-4Glc β -sp4	LSTd	202	61	0
538	Gal β 1-4(Fuc α 1-3)GlcNAc β 1-6(Gal β 1-3GlcNAc β 1-3)Gal β 1-4Glc β -sp4	MFLNH III	2473	712	3
539	Gal β 1-4GlcNAc β 1-6(Fuc α 1-2Gal β 1-3GlcNAc β 1-3)Gal β 1-4Glc β -sp4	MFLNH I	780	239	0
540	Gal β 1-4(Fuc α 1-3)GlcNAc β 1-6(Neu5Ac α 2-6Gal β 1-4GlcNAc β 1-3)Gal β 1-4Glc β -sp4	MSMFLNH	2262	337	3

541	Galβ1-4(Fucα1-3)GlcNAcβ1-6(Fucα1-2Galβ1-3GlcNAcβ1-3)Galβ1-4Glcβ-sp4	DFLNH (a)	6347	878	7
542	Galβ1-3GlcNAcβ1-3Galβ1-4(Fucα1-3)GlcNAcβ1-6(Galβ1-3GlcNAcβ1-3)Galβ1-4Glcβ-sp4	MF(1-3)iLNO	2867	344	6
543	Fucα1-2Galβ1-3(Fucα1-4)GlcNAcβ1-3[Galβ1-4(Fucα1-3)GlcNAcβ1-6]Galβ1-4Glcβ-sp4	TFLNH	3573	657	6
545	αKdo-(2→8)-αKdo-(2→4)-αKdo-(2→6)-βGlcNAc-(1→6)αGlcNAc-sp11		3329	757	6
625	(GlcAβ1-4GlcNAcβ1-3) ₁₁₋₁₂ -NH ₂ -ol	hyaluronic acid	776	257	1
627	(Sia2-6A-GN-M) ₂ -3,6-M-GN-GNβ-sp4	11-OS, YDS	184	54	0
629	Trehalose-ethanolamine	**negative control**	323	71	0
630	(GlcAβ1-3GlcNAcβ1-4) ₂₀ -NH(<i>p</i> -C ₆ H ₄)CH ₂ CH ₂ NH ₂	hyaluronic acid , 8kDa	921	236	1
631	(GlcAβ1-3GlcNAcβ1-4) ₃₈ -NH(<i>p</i> -C ₆ H ₄)CH ₂ CH ₂ NH ₂	hyaluronic acid, 15-30kDa	456	174	1
632	(GlcAβ1-3GlcNAcβ1-4) ₁₃ -NH(<i>p</i> -C ₆ H ₄)CH ₂ CH ₂ NH ₂	hyaluronic acid, 4-8kDa	481	109	0
800	GlcNAcα1-4GlcNAcβ-sp3		1697	257	1
801	GalNAcα1-3GalNAc(fur)β-sp3		3988	289	2
802	Galβ1-3GalNAc(fur)β-sp3		51348	2324	20
804	[Galβ1-4GlcNAcβ-OCH ₂ CH ₂] ₂ NH	LN dimer	908	252	1
805	GalNAcβ1-4(6-O-Bn)GlcNAcβ-sp3		6754	1034	11
806	Galα1-6Glcα-sp3	α-melibiose	5469	949	4
807	GlcNAcβ1-4GlcNAcα-sp4		10158	984	8
808	Galα1-6Glcβ-sp3	melibiose	9724	1131	7
809	GalNAcβ1-3GalNAcα-sp3		8521	1509	13
810	GalNGcα1-3GalNAcα-sp3	core 5(Gc)	328	76	0
850	Galβ1-3(6-O-Su)GalNAcα-sp3	6-SuTF	341	102	0
851	Galα1-3(6-O-Su)GalNAcα-sp3	6-SuT _{αα}	267	86	0
852	GlcNAcβ1-4-[HOOC(CH ₃)CH]-3-O-GlcNAcα-sp4	GlcNAc-Murα	1056	322	1
900	H-(Gly) ₆ -NH ₂ Gly6-amide, linear	Gly ₆ -amide, linear	25036	2262	16
901	biot-CMG ₂ -NH ₂	**biot-CMG₂**	52213	3728	20
902	Peptide, crypted		5630	1228	6
903	Peptide, crypted		2617	897	4
904	Peptide, crypted		6111	1154	12
905	Suc-LPWYRAPK-NH ₂	RhD	16175	3630	20
906	Peptide, crypted		475	163	0
907	Peptide, crypted		457	93	0
908	Peptide, crypted		6687	2162	13
909	Peptide, crypted		812	166	1

Supplementary Material

910	Npentyl-Indol-linked-3-NH ₂ (AcOH salt)	686	168	0
911	N-C5-indazole-3-CONH-PEG-NH ₂ (AcOH salt)	6037	1212	11

sp2 = -O(CH₂)₂NH₂

sp3 = -O(CH₂)₃NH₂

sp4 = -NHCOCH₂NH₂

sp5 = -O(CH₂)₃NH-CO(CH₂)₅NH₂

sp8 = -(OCH₂CH₂)₆NH₂

Table S2. List of glycans, their binding to human circulating IgM and IgG antibodies (n=11), expressed in relative fluorescence units (RFU) as median, and the number of human donors exceeding *cut off* (≥ 4000 RFU).

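Table S2 lists the human side of the comparison: the signal of IgM and of IgG on each glycan, given apart, and the number of donors above the same threshold. The donors were measured by the array's maker, and only these summary values, over 406 entries that could be read here, were used, as numbers of donors per glycan.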

Glycan ID (#)	Structure	Common Name	IgG		IgM	
			Median	≥ 4000 RFU	Median	≥ 4000 RFU
001	Fuc α -sp3	T _n -Ser<br><br>T _n	677	0	1296	0
002	Gal α -sp3		1965	1	2752	3
003	Gal β -sp3		1466	0	7190	5
004	GalNAc α 1-OSer		1185	0	2657	2
005	GalNAc α -sp3		1332	0	6289	5
006	GalNAc β -sp3		4194	2	3882	4
007	Glc α -sp3		1168	0	1139	1
009	Glc β -sp3		1062	0	2063	1
010	GlcNAc β -sp3		1966	1	8507	6
011	GlcNAc β -sp2		1608	1	6700	6
012	GlcNAc β -sp7		1340	0	1928	1
013	GlcNAc β -sp8		2628	1	6422	7
014	GlcN(Gc) β -sp4		904	0	1840	1
015	HOCH ₂ (HOCH) ₄ CH ₂ NH ₂		265	0	484	0
016	Man α -sp3	aminoglucitol	306	0	664	1
017	Man α -sp4		1341	1	1741	1
018	Man β -sp4		761	0	1526	1
019	ManNAc β -sp4		9491	10	15659	10
020	Rha α -sp3		3789	4	24247	9
021	Gal β -sp4		1937	2	1794	1
022	GlcNAc β -sp4		845	0	708	0
023	GalNAc β -sp4		931	0	1968	1
024	GlcNAc α -sp3		6362	11	7471	7
025	GalNAc β -sp10		6646	3	4555	4
026	Rha β -sp4		7144	3	9334	5
027	3,6-O-Me ₂ -Glc β -sp3		2903	2	5166	4
028	Xyl β -sp4		846	0	1315	1
029	Fuc β -sp4		965	0	2059	2
030	Glc β -sp4		1104	0	1900	1
031	L-Ara α -sp4	DMG	1167	0	1622	1
032	GalN(Gc) β -sp3		840	0	2565	3
037	3-O-Su-Gal β -sp3		845	0	805	0

Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

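Antibodies in the serum of BALB/c mice were measured on printed glycan arrays with 1 dye, Cy5, and 1 serum per array. The authors scanned each array and quantified it with ScanArray Express 4.00, and the deposited intensity of a spot is the mean of its pixels on the scanner's linear scale. They also deposited the local background, the intensity minus that background, and the percent of saturated pixels of every spot. In the authors' deposited table of the whole series, the intensity in RFU is labelled as a median over 20 animals, beside the number of animals at or above 4000 RFU. The array headers list a normalization that needs a second channel, and nothing in the deposited values shows a scaling between arrays.

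From these values, the median over the 6 spots of a compound was taken as the RFU of a mouse, and medians, median absolute deviations and shares of mice were computed over mice, with no scaling between arrays, since the paper applies 1 fixed threshold in RFU. Arrays of mice 44 and 45 were identical and counted once, so that 19 mice and 50388 assignments for exact permutation tests between the sexes remain. This departs from the design with 20 mice that had been fixed, and results with both copies or with neither were computed as alternatives chosen after seeing the data. All arrays share their layout, scanner settings and scan day, so no named batch could be entered as a block. The 2 sets of arrays were told apart after the values were seen, at the widest gap in the log2 ratio of compound 902 to 900, and the sexes were also compared within them. No spot was marked as bad, but 3.8 to 51.3% of the spots of an array were flagged as not found, and these were kept. The share was 19.9 to 51.3% on the 9 arrays with the higher ratio, of 7 females and 2 males. It was 3.8 to 21.2% on the other 10, of 5 females and 5 males.

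Values were set to at least 100 RFU before taking log2. Sex differences were tested with exact permutation tests (two-sided) for the 12 glycans of Table 1, for 22 lists of glycans and for the number of compounds bound per mouse, and with limma 3.58.1 in R 4.3.3 (linear model with a mean-dependent prior variance) across all 419 compounds. Related glycans were compared within mice with a permutation test of 100000 sign flips over 29 pairs, as measured and, chosen after seeing the data, with signals below the buffer spots of an array raised to their median. Shares of mice were set against the donor numbers of the paper's Table S2 with Fisher's exact test, and the same test compared glycan lists with all 406 glycans. Adjusted p-values follow Benjamini and Hochberg. Intervals of shares are exact binomial at 95%, and intervals of sex differences hold the shifts that the exact test does not reject. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

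The steps were tested on simulated data. In 1 simulated run of 419 compounds in 12 and 7 mice, 20 compounds were shifted at each of 4 sizes together. In it limma recovered 1 of 20 at a log2 shift of 1, 13 at 2, 17 at 3 and 20 at 4, with 2 false calls over the run. Shifting many compounds at once eases the adjusted threshold, and the values were drawn without a common array level or sets of arrays. Recovery on the real arrays may therefore be lower. The exact permutation test gave p under 0.05 in 6.2% of 400 simulated comparisons without an effect.

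The glycans named are those of Tables 1 and 2, those in the paper's discussion, the members of the compared pairs, the 5 brightest of each list, up to 10 with the smallest p between sexes and the 10 other compounds with the largest spread between mice. Compounds 809, 900, 901, 902 and 905 and glycan 479 were chosen after their values were seen. The paper's tables had been read when the lists, pairs and rule were set. Alternatives covered the mean of the replicate spots, background subtraction, quantile normalization, thresholds of 2000 and 8000 RFU, log2(RFU + 500), other summaries over mice and other sets of compounds. Human data were used only as donor numbers of the paper's tables. Glycan 278 of Table 2 is not among the compounds measured in mice, and was not analysed here.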

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

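The comparisons of glycan pairs between sexes, the search for single distant mice, the 5000 splits and the tests within the 2 sets of arrays were chosen after the sex comparison had been seen, while the other tests of explanations in this part were set before their results.

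Differences between related glycans on the same array were compared between the sexes, since a factor common to all spots of an array cancels in them where both signals are resolved. Of 29 pairs, 4 differed in the exact permutation test. In 1 of them the weaker glycan was above the buffer spots in most mice: A(type 4) (437) exceeded B (type 4) (363), at or below the buffer spots in 2 of 19 mice, by 4.98 ± 1.35 (SD, n = 12) in log2 RFU in females and 1.79 ± 1.59 (SD, n = 7) in males (adjusted p = 0.0032, and 0.002 after quantile normalization). Glycan 437 had saturated pixels in 42 of 114 spots, so a factor common to an array may cancel only in part. The sex difference of this pair was 3.19, and 2.74 after quantile normalization. It holds that of 437 itself, 2.16 and 2.63, so the pair is not independent of the result for 437. In the other 3 the weaker glycan was at or below the buffer spots in 11 to 16 mice: 437 against A (type 1) (366, 14 mice, adjusted p = 0.00058), Lewis X (234) against Lewis A (233, 16 mice, adjusted p = 0.0092) and against N-acetyllactosamine (097, 11 mice, adjusted p = 0.033). These 3 mainly repeat the sex difference of the brighter glycan and add no separate evidence. Lewis X against Lewis Y (difference between sexes -0.36, adjusted p = 0.82) and against sialyl Lewis X (-0.95, adjusted p = 0.66) did not pass. Nor did 437 against A (type 2) (368, at or below the buffer spots in 7 mice), with 2.77 (adjusted p = 0.091 from the exact test, and 0.16 after quantile normalization).

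The first pattern is the 7 compounds called between the sexes, 6 of them higher in males. The overall level of the arrays was also higher in males, at p = 0.06 (exact permutation test), which does not pass by itself. Quantile normalization left 1 of the 7 calls, A(type 4), where the line set beforehand for no part of the array's overall level was 5 or more. By that rule the level had a part in the calls. The estimates of all 6 lost calls shrank by similar amounts. Lewis X went from -2.11 (standard error 0.52) to -1.18 (0.42) in limma. For 490 it went from -2.27 to -1.48, for 403 from -2.42 to -1.53 and for 395 from -2.43 to -1.54. For 379 it went from -2.54 to -1.52 and for 910 from -2.09 to -1.29. Each kept a part of its size, so the level was not shown to be the whole cause of any of the 6. Of 100 splits of the mice into groups of 12 and 7, the real one included, 3 gave as many compounds as the real 7, and of 5000 drawn splits 49 did. For this count, chance can be excluded at the 0.05 level only under free splits. Such splits ignore the 2 sets of arrays, so they do not part sex from the sets. The highest of the other splits in the first 100 gave 74, several times the real count, which points to a structure of the arrays other than sex. Within the 2 sets of arrays described below, with the set as a term, 71 of all 9072 splits gave at least the real 2 compounds, the highest 18. The sets and this count were chosen after the values were seen, and 1 of the 2 compounds, glycan 490, is not resolved from the buffer spots. This small share therefore does not exclude chance. After quantile normalization 12 of 100 splits gave at least the real 1 compound, the highest of the others 3, so chance is not excluded there. The 2 sets of arrays told apart by compounds 900 and 902 hold the sexes unequally (7 females and 2 males, 5 and 5). With the set as a term, 2 of the 7 compounds remain and the median difference over all compounds goes from -0.75 to -0.27. The differences of the called compounds changed little, for Lewis X to -1.92 (standard error 0.52, adjusted p = 0.088 in limma), so the 5 calls that ended did so mainly in the adjustment, and the part of the sets in them stays open. The sets are argued against as the whole cause for A(type 4), which kept 2.46 (0.42); the other compound that stayed, glycan 490, lies at or below the buffer spots in 14 of 19 mice and decides nothing. A difference between the sexes in overall antibody level, which would also raise all signals, was not tested and stays open, as does the handling of the arrays. A sex difference in antibodies to A(type 4), which the level and the sets did not remove, higher in females at each of the 7 settings tried for the glycans of Table 1, may be biological, as a hypothesis found and tested on the same mice. For Lewis X no pair with a resolved partner differed between sexes, and whether more than the level of the arrays is at work stays open.

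The second pattern is that mice differ in the compounds their sera bind. Noise between replicate spots is argued against by the index between sets of spots of the same array, 0.80, where the index between mice is 0.31 with an SD of 0.04 over mice. The overall level of the arrays is argued against as the whole cause by the index of 0.34 between mice after quantile normalization, and the 2 sets of arrays by the index of 0.34 between mice of the same set. Variation between arrays incubated with the same serum could contribute and was not measured, so the pattern may be biological only as a hypothesis.

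The third pattern is a compound outside the glycans, the biotinylated compound 901, with a median of 57663 RFU and 19 of 19 mice above 4000 RFU, where the medians of buffer spots stayed below that level. If biotin on the compound takes up the streptavidin dye without antibody, its signal should vary little between sera: the SD of log2 RFU between mice was 0.57, below that of 31 of the 33 other compounds with a median at or above 4000 RFU, whose median SD was 1.48. This is consistent with such direct uptake, while compounds near saturation vary little as well, 1 mouse had only 14665 RFU on it, and no array without serum was analysed here.

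The peptide Suc-LPWYRAPK-NH2 (905), labelled RhD in Table S1, had a median of 16500 RFU and was bound in 19 of 19 mice, a signal the paper does not discuss. Among the 7 males, 4 of 14 measures had 1 mouse far from the others, where about 1 in 20 would by chance. The measures are not independent, mouse 104 gives 2 of the 4, and glycans 060, 271 and 802 are near saturation, where a small difference makes a wide gap, so no weight is put on their number. Mouse 104 had 39223 RFU on glycan 271 against 59340 to 62817 RFU in the other males (gap of 0.879 of the range on the log2 scale) and 14836 RFU on glycan 802 against 51357 to 61810 RFU (0.870). Mouse 82 had 724 RFU on glycan 166 against 21103 to 64744 RFU (0.750). Mouse 107 had 57620 RFU on glycan 060 against 60930 to 62105 RFU (0.745).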

How the results depend on the processing

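Of 115 comparisons of an alternative with its main value, 85 kept their direction and side of the threshold, or for a count stayed within 1.5 times, including the 7 glycans bound in all mice, the 13 bound in at least 80%, the median Jaccard index, the tests against donors and the structural pairs. Results with the array of mice 44 and 45 counted as 2 mice or left out were chosen after seeing the data. Where no reason is given below, the cause was not tested.

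A threshold of 2000 RFU gave 71 compounds with a median above it, 5 human-type glycans in at least 50% of mice and a sulfated share of 35.3%. A threshold of 8000 RFU gave 18 compounds, 0 such glycans, 52.6% of mice for Lewis X and a female minus male difference of -12.2 in compounds per mouse (exact permutation test, p = 0.041). The counts of compounds and glycans and the share for Lewis X move by construction, while the cause of the changed sulfated share and sex difference was not tested. The mean over mice, which bright animals raise, gave 75 compounds at 4000 RFU and 23 glycans at 10000 RFU.

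For sex, quantile normalization removes differences in overall level and gave 1 of the 12 glycans of Table 1 and 1 compound of 419 (26 at unadjusted p under 0.05 from limma). It gave 0 glycan lists (1 at unadjusted p under 0.05, exact permutation test). The difference of 0.0 in compounds per mouse follows by construction, since all arrays then share 1 distribution. The 1 compound was higher in females, against 1 of 7 without scaling. Spot means gave 3 of the 12 glycans and 2 lists, mean ranks 2 of the 12 glycans, background subtraction 2 compounds and 0 lists (4 at unadjusted p under 0.05), log2(RFU + 500) 2 lists, glycans alone 2 compounds, and compounds bound in at least 1 mouse, a smaller set, 1 compound. With the sexes compared within the 2 sets of arrays, chosen after seeing the data, there were 3 of the 12 glycans, 2 compounds (44 at unadjusted p under 0.05 from limma) and 0 lists (4 at unadjusted p under 0.05, exact permutation test). Without the array of mice 44 and 45 there were 2 of the 12 glycans, 3 compounds, 0 lists (5 at unadjusted p under 0.05) and 2 human-type glycans in at least 50% of mice. With it counted as 2 mice there were 2 lists and a difference of -19.4 compounds per mouse (exact permutation test, p = 0.048).

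Leaving out spots marked as bad was not run, since none was, nor a named batch as a block, since none is named. Spots flagged as not found were kept, and leaving them out was not tried. No paired analysis was possible because the mice are independent animals. With signals below the buffer spots raised to their median, 29 of 29 pairs passed. Raising also shrinks differences that run the other way below the buffer spots, so the added passes carry no weight. Signal over background limits the low glycans, as the median of buffer spots reached 2044 RFU, and saturation the brightest.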

Differences from the paper's values

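The paper gives 71 carbohydrates at or above 4000 RFU, while the median over mice was at or above that level for 34 compounds. Of the alternatives set before the data were examined, the mean over mice (75) lies within 1.5 times the paper's value, as does a threshold of 2000 RFU (71), which is not the paper's threshold. Spot means (33), background subtraction (34), all spots of all mice pooled (32), glycans alone (28) and a threshold of 8000 RFU (18) do not, nor do the counts with both copies of the repeated array (31) or without it (37), which were chosen after seeing the values.

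The paper states that most printed glycans were bound by no serum. Here 230 of 419 compounds, and 221 of the 406 glycans, were bound in at least 1 mouse, and 185 glycans in none. The paper describes antibodies to GlcNAcβ-terminated glycans, which it calls conserved among humans, as missing in mice. Of the 31 on the arrays, 25 were bound in at least 1 mouse, and chitobiose linked to asparagine (115) in 14 of 19. Binding was mostly sparse, with a median of 2 mice per glycan, and 2 of the 31 had a median at or above 4000 RFU. Of the 6 GlcNAcα-terminated glycans 4 were bound in at least 1 mouse, while rhamnose, Lewis C and asialo-GM1 were bound in 0 of 19 mice.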

Other observations

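Blood group precursors and bacterial sugars were bound by part of the animals. Of 7 blood group H glycans, 6 were bound in at least 1 mouse and the list reached 17 of 19 mice, with H (type 6)-Gly (219) at a median of 4138 RFU ± 3056 (MAD) in 10 mice, H(type 1) penta (480) at 3696 RFU ± 2198 in 8 mice and H (type 3) (217) at 2562 RFU ± 1138 in 6 mice, while LNFP I (479) was bound in 0. Within blood group A, 4 of 9 glycans were bound in at least 1 mouse and A(type 4) stood alone: it exceeded A (type 2) (368) by at least 4.1 in log2 RFU and A (type 1) by at least 5.6, with signals below the buffer spots raised to their median (adjusted p = 2.5e-05 and 1.6e-05, permutation test over 29 pairs, higher in 18 and 19 of 19 mice). All 3 oligosaccharides of Kdo were bound, in 10, 9 and 6 mice. Among α-glucans, the α1-4 linked maltose (110) and maltotetraose (390) were bound in 9 mice each and reached 49640 and 57046 RFU, and maltotriose (240) in 5 mice, reaching 58369 RFU. Isomaltotriose (241), α1-6 linked, was bound in 0 mice and isomaltopentaose (492) in 2. Glycan 502, bound in 4 mice, has an α1-6 linked structure in Table S1 but the name maltohexaose, so its linkage is unclear.

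Glycans that differ in linkage or ring form also gave different signals in the same sera. The differences are lower bounds, since 271 and 802 were saturated in most spots and several of the dimmer glycans lay near the buffer spots. Galβ1-6 on lactose (271) exceeded the Galβ1-4 (270) and Galβ1-3 (269) isomers by at least 6.2 and 6.7 in log2 RFU, Galβ1-6Galβ (100) exceeded Galβ1-4Galβ (094) by at least 3.6, and furanose GalNAc under Galβ1-3 (802) exceeded the pyranose (088) by at least 5.9. GlcAβ1-6Galβ exceeded GlcAβ1-3Galβ (165) by at least 5.1. Each was higher in 19 of 19 mice (adjusted p of 1.6e-05 or 2.5e-05, permutation test over 29 pairs). The spacer alone also went with a difference, given with signals below the buffer median of an array raised to it. Galβ was brighter on sp3 (003) than on sp4 (021) by 2.5 (higher in 17 of 19 mice, same permutation test, adjusted p = 3.6e-05). Chitobiose was brighter on sp4 (117) than on sp3 (116) by 2.4 (16 of 19 mice, adjusted p = 0.00016). These 2 values are no lower bounds, since in some mice the raising also lifted the brighter glycan. For GlcNAcβ on sp8 (013) against sp3 (010) the difference was 0.75 as measured (interval -0.14 to 1.64, adjusted p = 0.093 from the same test). The raising made it 1.0 (adjusted p = 0.0089) by lifting 013 in mice where it was the dimmer, so this pass carries no weight. In all, 27 of 29 pairs passed as measured and 29 with the raised signals.

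The linear peptide amide of 6 glycines (900) had a median of 30479 RFU ± 15448 (MAD) and was bound in 15 of 19 mice. It is 1 of the 2 compounds that tell the sets of arrays apart, with medians of 4217 RFU on the 9 arrays of one set and 43726 RFU on the 10 of the other, so the pooled median describes neither.

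Both tests in this paragraph were chosen after the values had been seen. The signals in the authors' deposited table differ from the medians over mice, being higher for glycan 234 (13573 against 9476 RFU) and lower for glycan 271 (53622 against 60328 RFU). If that column were a mean over mice of the spot medians, most compounds should match it, and 86.6% of compounds lie within 5% of that mean over 20 columns, against 8.9% within 5% of the median over mice. This is consistent with a mean over animals, although the column is labelled as a median. The arrays of mice 44 and 45 are the same. If the authors' table had been made from that same array for both mice, its number of animals should equal the count over the other 18 arrays at the 394 compounds this array does not bind, and at 26 of them it does not, being higher by 1 at 17 and lower at 9. Of the 24 compounds the array binds, the authors' number exceeds that count by 2 at 14 and by 1 at 10. The same array for both mice is argued against. Another array for 1 of them could give the 17 but not the 9, so what the authors used stays open.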
